# Cross-Platform Microarray Meta-Analysis for the Mouse Jejunum Selects Novel Reference Genes with Highly Uniform Levels of Expression

**DOI:** 10.1371/journal.pone.0063125

**Published:** 2013-05-09

**Authors:** Florian R. L. Meyer, Heinrich Grausgruber, Claudia Binter, Georg E. Mair, Christian Guelly, Claus Vogl, Ralf Steinborn

## Abstract

Reference genes (RGs) with uniform expression are used for normalization of reverse transcription quantitative PCR (RT-qPCR) data. Their optimization for a specific biological context, *e.g.* a specific tissue, has been increasingly considered. In this article, we compare RGs identified by expression data meta-analysis restricted to the context tissue, the jejunum of *Mus musculus domesticus*, i) to traditional RGs, ii) to expressed interspersed repeated DNA elements, and iii) to RGs identified by meta-analysis of expression data from diverse tissues and conditions. To select the set of candidate RGs, we developed a novel protocol for the cross-platform meta-analysis of microarray data. The expression stability of twenty-four putative RGs was analysed by RT-qPCR in at least 14 jejunum samples of the mouse strains C57Bl/6N, CD1, and OF1. Across strains, the levels of expression of the novel RGs *Plekha7*, *Zfx*, and *Ube2v1* as well as of *Oaz1* varied less than two-fold irrespective of genotype, sex or their combination. The gene set consisting of *Plekha7* and *Oaz1* showed superior expression stability analysed with the tool RefFinder. The novel RGs are functionally diverse. This facilitates expression studies over a wide range of conditions. The highly uniform expression of the optimized RGs in the jejunum points towards their involvement in tightly regulated pathways in this tissue. We also applied our novel protocol of cross-microarray platform meta-analysis to the identification of RGs in the duodenum, the ileum and the entire small intestine. The selection of RGs with improved expression stability in a specific biological context can reduce the number of RGs for the normalization step of RT-qPCR expression analysis, thus reducing the number of samples and experimental costs.

## Introduction

RT-qPCR is considered the gold standard for measuring the number of copies of specific cDNA targets in a sample. The quality of RT-qPCR expression data strongly depends on accurate transcript normalization. This is usually accomplished using reference genes (RGs). Ideally, the steady-state transcript level of a RG is constant in all samples under investigation, regardless of tissue type, physiological state, genotype or experimental condition. Even subtle variations in RG expression can have a marked influence on the outcome of experiments, especially when the target gene shows a modest change in transcript abundance [1]. A proper normalization strategy is therefore among the key elements in the Minimum Information for Publication of Quantitative Real-Time PCR Experiments (MIQE) guidelines [2] since even a relatively modest two-fold change in expression of a target gene may cause dramatic biological effects [3], [4]. Validation of each RG on an individual basis for all treatment and experimental conditions is paramount for accurate data interpretation when normalizing for inter-sample variability in RT-qPCR experiments. A threshold criterion of Δ*Cq* ≤ ±0.5 was recommended for RG suitability, since fluctuations of this magnitude may be expected via technical variation alone [1]. The current trend is to first select candidate RGs (*e.g.* ≥8; [5]), then to assess their expression uniformity in all samples of the experiment and finally to use a suitable subset for RT-qPCR normalization [6]. Expression stability can be assessed by software tools such as GeNorm [6], Global Pattern Recognition [7], NormFinder [8], BestKeeper [9] or Equivalence test [10] or by a stability index based on the analysis of variance (ANOVA) model [11]. RG candidates can be ranked by the integrated web-based comprehensive tool RefFinder (http://www.leonxie.com/referencegene.php; [12]) compensating for the individual weaknesses of the major computational programs geNorm, Normfinder, BestKeeper, and the comparative Δ*Cq* method [13]. Candidates for this approach can be pre-selected from traditional RGs (tRGs) such as *Gapdh*, *Actb* and *Hprt*. RGs of this class have been used in Northern blotting, RNase protection and conventional RT-PCR experiments over many years [14], but are still being widely used for RT-qPCR normalization. The class of non-protein-coding RNAs represents another pool of genes to select from [15].

Interplatform microarray analysis is an increasingly important research tool for expression analysis of mRNA (reviewed in [16]) and miRNA [17]. Its importance is also indicated by the availability of open source repositories for cross-platform microarray data analysis [18]. Nevertheless external validation of gene expression by RT-qPCR frequently failed to confirm an expression pattern predicted by cross-platform meta-analysis, probably due to heterogeneous sample cohorts and discrepancy of probe design and experimental protocols. Sophisticated normalization techniques have been developed to solve or alleviate the problem [16]. Meta-analysis of genome-wide expressed sequence tags (EST), serial analysis of gene expression (SAGE) and/or microarray gene expression data that can be collected from public sources [19], [20], [21], [22], [23] has helped ensure that the selection of RGs is no longer based on educated guesswork and intuition. Expression meta-analysis of various tissues, cell lines and conditions has resulted in the identification of more universal RGs such as *Oaz1* and several ribosomal protein genes showing high stability across a multitude of cell types and experimental conditions [20], [24]. Members of this class are termed universal RGs (uRGs).

Analogous to the global normalization of RNA expression microarrays, RT-qPCR data can be normalized by a pooled signal from multiple random genes obtained by priming with an arbitrary, short oligonucleotide [25]. Expressed interspersed repetitive elements, a redundant and diverse set of expressed mobile DNA sequences, have also been used in the hope to find a universal normalization strategy for all biological sample types and experimental conditions [26]. We will refer to such a gene as “repeat element RG” (rRG). They are recommended for the normalization of minute amounts of RNA based on high expression levels [26] and are less stimulus dependent as a result of transcription from diverse genomic regions.

In diverse biological contexts normalization of RT-qPCR data was improved by selecting RGs based on expression meta-analysis ([27], [28], [29], Table S1). We will refer to such a gene as “meta-analysed RG” (mRG). A gene of this class fulfils the criterion of uniform expression, and was selected based on context-restricted meta-analysis and not just by educated guesswork. For mRG selection, transcriptome data collected either by sequencing or array-based technologies should be mined. When optimization of RGs for a specific context tissue is the matter [30], [31], [32], [33], a similar approach can be devised. The selection of RGs specific for a particular context (*e.g.* a tissue) reflects that currently no gene exhibiting a stable pattern of expression across all conditions and in all tissues is known [33]. As only few genes are uniformly expressed across a wide range of conditions, restriction to a specific context offers more candidate genes for RG selection, and thus genes involved in more pathways.

The more RGs are used the higher the costs and the more cDNA is needed. Hence lowering the number of RGs lowers the costs, especially when many samples are needed. RG optimization is crucial for high precision measurement required when differences among groups are small [34].

In this study, the mouse jejunum was chosen as the biological context. The jejunum has a central role in the digestion and absorption of nutrients. It is a key tissue in 90-day rodent-feeding studies and in Reproductive Assessment by Continuous Breeding design [35], where chronic effects of subclinical infections, or the long-term incorporation of dietetic or potentially toxic compounds are studied. With a meta-analysis restricted to the mouse jejunum, we identified mRGs with highly uniform RNA levels. In brief, the expression data crossed comprised publicly available and internal microarray data of different microarray platforms based on cDNA, or on 60-mer or 25-mer oligonucleotide probes. The expression uniformity of the selected mRGs was analysed by RT-qPCR in samples of inbred and outbred mice using members of the tRG, uRG and rRG classes for comparison.

## Results

We performed a meta-analysis of microarray expression data restricted to a specific target tissue- or tissue-section to derive novel mRGs with high expression stability and from a wide variety of cellular processes. Because of the small number of single-platform microarrays available for the selected tissue, *i*.*e*. the jejunal segment of the small intestine, a protocol for the meta-analysis of data from different microarray technologies was developed (Figure 1). Briefly, technologically different microarray expression datasets were integrated with platform-specific calibration methods, followed by the removal of genes not targeted by the majority of platforms. Only the 10% of genes whose expression was most uniform, as assessed by ranking their coefficient of variation in percent (CV%) values, were selected for statistical evaluation. 

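A ranking by CV% was computed on the 9 internal arrays, which are part of the jejunal data, over all genes with a symbol, whether detected or not. It differs from the paper's, which omitted genes detected on too few of its arrays before ranking and does not say what counts as detected. Among the 8555 genes detected here on at least 5 arrays, the 10% with the lowest CV% are 856 genes, and 3 of 31 entries of Table S3 are inside. Log2 values were studentized per array, and the CV% of each gene was 100 times the SD over the 9 arrays divided by the absolute mean. The 10% of genes with the lowest CV% were 1567 of 15674 genes, with a CV% of up to 6.95, against a median of 30.3 over all genes. Studentized values have a mean of 0 on each array, so that the CV% also depends on how far a gene lies from that mean. Across genes, which are not independent replicates, the CV% had a Spearman rho of -0.816 with the absolute mean of the studentized values and of 0.708 with the SD of log2 signal. Of the 1567 genes, 99.8% lay above the array mean, and 1023 (65.3%) were also among the 10% with the lowest SD of log2 signal. Only 3 of the 1567 genes (0.191%) were detected on fewer than 5 arrays, compared with 45.4% of all genes.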

We selected the genes with little variation assuming that differentially regulated genes will have high variation, while putative RGs will have little. In particular, genes with the highest *P*-values were selected as the most likely candidate mRGs.

**Figure 1:**
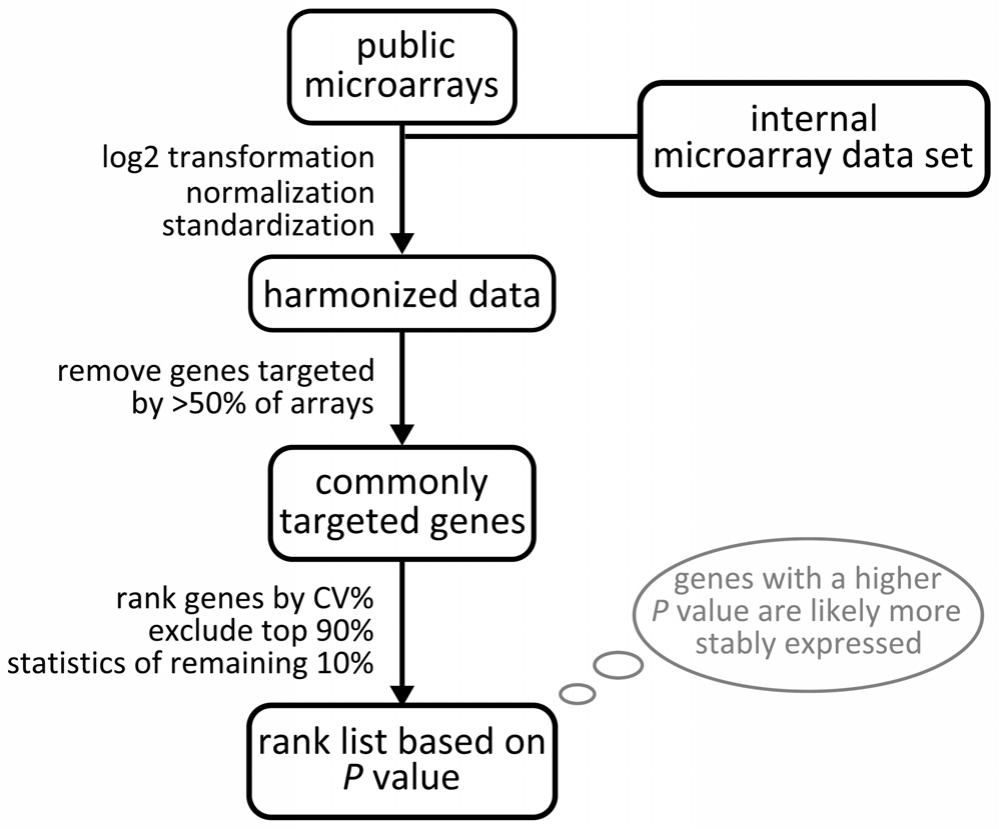
Algorithm for meta-analysis of multiplatform microarray expression data to identify mRGs optimized for a context tissue.

The novel pipeline was used for meta-analysis of jejunal RNA expression data from 20 external studies and one internal dataset comprising a total of 53 jejunal microarrays (Table S2). They were derived from the following nine array platforms: six Mouse Genome 430A 2.0 Arrays (Affymetrix), five IncyteMouseGEM1 Arrays (non commercial), twenty four Mouse Genome 430A Arrays (Affymetrix), nine MG-U74A Arrays (Affymetrix), three MG-U74B Arrays (Affymetrix), three MG-U74C Arrays (Affymetrix), two MG-U74Av2 Arrays (Affymetrix) and nine Gene Expression Array System Arrays (Applied Biosystems). 

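The Applied Biosystems arrays are the internal data set. They are single-colour arrays of 60-mer probes read by chemiluminescence, and each of the 9 arrays held jejunal RNA of 1 male mouse of the outbred stock OF1, aged 7 weeks. The deposited labels place 3 mice on each of 3 feeds, called B, K and G, and the paper's text does not say what the letters stand for, so no feed was taken as the control. The labels describe mice of generation 3 of a feeding trial, and the methods likewise take the samples from an earlier nutritional study, with purchased mice. The labels give RNA isolated with Trizol and RNeasy columns, whereas the methods describe Qiazol and miRNeasy columns. The authors deposited for every spot a background-corrected and spatially normalized signal intensity, its standard deviation, its signal-to-noise ratio and a quality flag. The manufacturer's detection threshold is a signal-to-noise ratio of 3. The share of probes at or above it was 36.7%, 33.7% and 43.6% in mice 7, 8 and 10 on feed B, 42.1%, 47.6% and 41.2% in mice 1, 3 and 4 on feed K, and 46.4%, 48.1% and 46.6% in mice 4, 8 and 11 on feed G. The mean share was 38.0% ± 5.08 (SD, n = 3) on feed B, 43.6% ± 3.46 (SD, n = 3) on feed K and 47.1% ± 0.942 (SD, n = 3) on feed G, and the feeds did not differ beyond the spread between mice (two-sided exact permutation test over 280 splits of the mice, p = 0.0821). Spots with a failed flag were left out, the signals were quantile normalized over the 9 arrays with the arithmetic mean and log2 transformed, and the probes of a gene were averaged. Of 33012 probes, 17302 carried a gene symbol and gave 15674 genes. The number of arrays limits the precision of every value from this data set.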

Arrays used cDNA, 60-mer or 25-mer oligonucleotide probes. Signals were generated by chemoluminescence, colorimetry or by one or two fluorophores.

Next, the expression stability of the selected RG candidates was measured by RT-qPCR in inbred (C57Bl/6N) and outbred (CD1 and OF1) mice.

### Meta-Analysis Based on *P-*Value Statistic (Protocol I)

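Table S3 lists the genes that the first protocol ranked highest. Of its 100 entries, 72 were matched to probes of the Applied Biosystems arrays by gene symbol, RefSeq accession or synonym, and these include all 28 entries that the table marks for this platform. A matched entry was counted as not detected when its probes reached a signal-to-noise ratio of 3 on fewer than 5 of the 9 internal arrays. This held for 41 of 72 entries (56.9%), compared with 45.4% of the other 15602 genes (two-sided Fisher's exact test, p = 0.0573). It held for 14 of the 28 marked entries (50.0%, Fisher's exact test, p = 0.705). The table does not mark the other 44 matched entries for this platform, and 17 of these were detected. With a gene counted as detected when it passed on at least 1 array, the share not detected was 41.7% in Table S3 and 20.4% in the other genes (Fisher's exact test, p = 4.66e-05). The stricter rules did not pass: at a signal-to-noise ratio of 5 the shares were 59.7% and 52.6% (Fisher's exact test, p = 0.239), and with detection required on all 9 arrays 63.9% and 62.4% (Fisher's exact test, p = 0.903). On these 9 arrays alone, 5 of the 72 entries (6.94%) were among the 10% of genes with the lowest CV%, compared with 10.0% of the other genes (Fisher's exact test, p = 0.552), and none of these 5 is marked for this platform (0 of 28, Fisher's exact test, p = 0.107). The 9 arrays are part of the data from which Table S3 was made, so these shares are not independent evidence on it.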

A list of ‘top 100’ mRG candidates was generated by this meta-analysis protocol (Table S3). 

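Table 1 holds 21 genes from Table S3. Of these, 17 were matched to probes of the internal arrays, and no probe was matched to Hjurp, Cxx1b, D15Ertd30e and Gag@. The median SD of their log2 signal over the 9 mice was 0.35, which lies at percentile 74.6 of 10000 random lists of 17 genes matched on mean log2 signal. The range of the signal over the mice, as maximum over minimum, was at most 2-fold for 7 of the 17 genes. It was lowest for Tspan15 with 1.28-fold (SD 0.11, n = 9 mice), followed by Plekha7 with 1.33-fold (SD 0.17) and Hadhb with 1.37-fold (SD 0.16). These small SDs depend on the quantile normalization. With each array scaled to its median instead, they were 0.29 for Tspan15, 0.48 for Plekha7 and 0.39 for Hadhb. Ube2v1, averaged with the probes of Kua, had a range of 2.05-fold (SD 0.34). Zfx, averaged with the probes of Zfa as in Table S3, had a range of 3.11-fold (SD 0.49), but of 1.65-fold (SD 0.27) by the brightest of its 3 probes, and the other 2 were detected on 6 arrays and 1 array. With the brightest probe of each gene, 9 of the 17 had a range of at most 2-fold. The ranges of Tom1 (11.7-fold, SD 1.38) and Tmem14c (17.5-fold, SD 1.58) were the widest of the 17. The mean log2 signal of Tmem14c was 8.96 ± 0.37 (SD, n = 3) on feed B, 11.89 ± 0.16 (SD, n = 3) on feed K and 11.27 ± 1.64 (SD, n = 3) on feed G, and it did not differ between feeds after adjustment over all genes tested (limma's moderated F test with Benjamini-Hochberg adjustment, adjusted p = 0.729). Fcer2a was detected on 0 of the 9 arrays, so that its spread is that of noise, and Pcdha@ on 3. Fcer2a is 1 of the 7 genes with a range of at most 2-fold, and its SD is the median of 0.35. Of the 15 genes detected on all 9 arrays, 6 (40.0%) had a range of at most 2-fold, compared with 57.9% of all genes detected on all 9 arrays, and their median SD was 0.34. The median SD of the Table 1 genes was 0.54 with each array scaled to its median in place of quantile normalization, which moved it most. The median of matched lists rose as well with this scaling, from 0.32 to 0.47, and the percentile was 84.7. Over the alternatives the percentile ran from 69.4 with the brightest probe to 94.3 with spots of a signal-to-noise ratio below 1 left out.

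**Figure D1:**
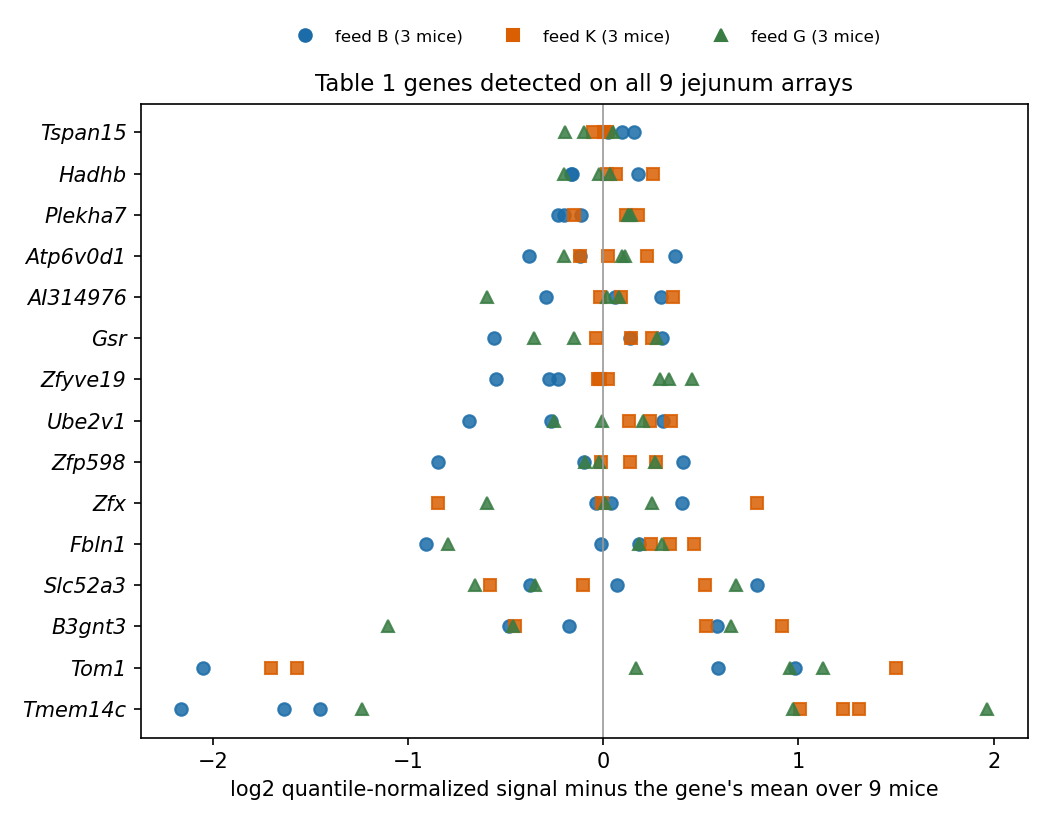
Spread of the 15 Table 1 genes detected on all 9 jejunum arrays. Each point is 1 mouse, the horizontal axis is its log2 quantile-normalized signal minus the mean of the gene over the 9 mice, symbols show the feed, and genes are sorted from the smallest SD (Tspan15, 0.11) at the top to the largest (Tmem14c, 1.58) at the bottom.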

From this list 21 genes were randomly selected for RT-qPCR validation (Table 1). Variation in expression of the novel mRGs was investigated in at least 14 jejunum samples derived from one common inbred (C57Bl/6N, n ≥4) and two outbred (OF1 and CD1, n ≥10) strains. For comparison we measured the stability of expression *i)* of the tRG class gene *Hprt* still being widely used in parasitic infections studies [36], *ii)* of the B1 and B2 elements belonging to the short interspersed nuclear element (SINE) family and representing the rRG class and *iii)* of the uRG class members *Rps29*, *Rpl4* and *Oaz1* [24]). *Oaz1*, a weakly expressed gene [20], was recommended by two meta-analyses of human and/or mouse expression data from a wide range of conditions [20], [24]. These studies, however, did not address inter-sample variation between biological and technical replicates for a single context type.

**Table 1:** Rank of mRGs based on their fold-change differences in expression measured by RT-qPCR.

Rank^1^	Gene symbol	Median *Cq* 2	Fold change^3^	Function
Meta-analysis I				
1 (22)	*Plekha7*	22	1.7	biogenesis and maintenance of adherents junctions
2 (11)	*Zfx*	24	1.7	transcription factor
3 (29)	*Ube2v1*	22	1.9	polyubiquitination
4 (6)	*Tom1*	20	2.0	intracellular trafficking
5 (71)	*Tmem14c*	20	2.0 (2.7)	heme biosynthesis
6 (19)	*Hjurp*	23	2.1	centromer formation
7 (9)	*Cxx1b*	27	2.1	unknown (retrotransposon derived protein)
8 (5)	*D15Ertd30e*	25	2.1	unknown
9 (12)	*Tspan15*	22	2.1	member of tetraspanin family
10 (36)	*Zfyve19*	24	2.1	DNA repair
11 (28)	*AI314976*	20	2.1 (3.9)	tRNA splicing
12 (50)	*Hadhb*	20	2.3 (4.7)	fatty acid metabolism in mitochondria
13 (17)	*Zfp598*	22	2.3	Zink finger protein
14 (37)	*Atp6v0d1*	22	2.4	H^+^ transmembrane transporter activity
15 (1)	Pcdha@	26	2.6	cell adhesion
16 (83)	*Fbln1*	18	2.6	extracellular matrix organisation
17 (67)	*Gsr*	20	2.8 (4.1)	cellular antioxidant defence
18 (3)	Gag@4	20	3.3	retroviral group-specific antigen
19 (52)	*Slc52a3*	20	4.0	riboflavin transport
20 (86)	*B3gnt3*	22	4.1	protein amino acid glycosylation
21 (4)	*Fcer2a*	29	9.5	nitric oxide biosynthesis
Meta-analysis II				
1 (5)	*Aldoa*	21	3.6	glycolysis and gluconeogenesis
2 (2)	*Usmg2*	28	12.4	unknown
3 (1)	*St6galnac1*	31	>53.2^5^	protein glycosylation

@: gene cluster.

1 Rank of RT-qPCR followed by rank of meta-analysis in brackets.

2 *Cq* at 100% amplification efficiency.

3 the value for the fold-change range given in brackets includes outlier sample.

4 *Gag* genes cross hybridizing to the withdrawn *1200016E24Rik* sequence: *Gm4268*, *Gm3817*, *Gm4569*, and/or *Gm2251.*

5 no amplification signal for one qPCR replicate and one cDNA due to limit of detection.

A list of candidate RGs ranked in order of their stability in RT-qPCR is presented in Table 1. As expected there is no complete match with the ranking obtained from our novel tissue-restricted meta-analysis. This can be explained by the technological inconsistency of the two methods [37] and the differences in the biological conditions and the genetic background of the mice models used. 

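The position of the reference genes in the CV% ranking was determined on the 9 internal arrays alone, where rank 1 is the lowest CV% of 15674 genes and the 10% with the lowest CV% end at rank 1567. The call for Oaz1 depended on how its 2 probes were used. Averaged over them, Oaz1 had a CV% of 30.2 and rank 7790, with an SD of log2 signal of 0.53 and a range of 2.89-fold over the 9 mice. Its brighter probe alone, detected on all 9 arrays, had an SD of 0.11 and a range of 1.30-fold, and the dimmer one, detected on 6, an SD of 1.02. With the brightest probe of every gene in place of the average, Oaz1 had a CV% of 2.57 and rank 206, inside the 10%. Rps29 had a CV% of 1.52 and rank 21 (SD 0.11, range 1.23-fold). Rpl4 had a CV% of 10.6 and rank 2555 (SD 0.25, range 1.68-fold), and Hprt had a CV% of 3.70 and rank 483 (SD 0.13, range 1.29-fold). All 4 genes were detected on all 9 arrays.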

Notably, two of the three uRGs selected for comparison in RT-qPCR, *Oaz1* and *Rps29*, were absent from the top 10% of genes selected for their low CV%. This may mean that our 10% cut-off was too restrictive as both genes were uniformly expressed according to RT-qPCR. This does not contradict our selection strategy considering that hundreds of genes show low expression alteration, *i.e.* are putatively suitable for RT-qPCR normalization. In detail, the expression variance of ≦2-fold determined for four novel mRGs was lower (*Plekha7*) or comparable (*Zfx, Ube2v1*, *Tom1*) to that of the best (*Oaz1*) of the three uRGs tested and to the tRG class member *Hprt* (Figure 2). A similarly low variance was observed for *Tmem14c* except of a single OF1 outlier sample. A slightly wider range of expression variation was determined for the B1 and B2 elements, members of the rRG class (Figure 2).

**Figure 2:**
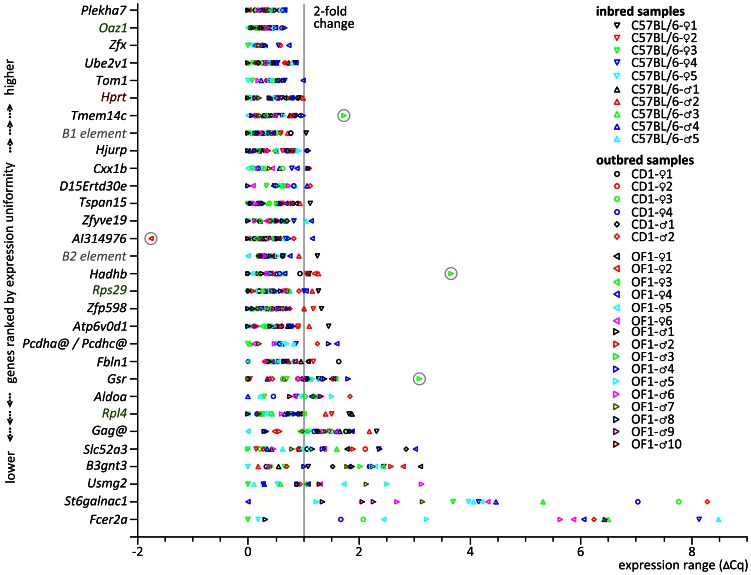
Novel mRGs selected for the mouse jejunum show high uniformity of expression in RT-qPCR. For each gene the Δ*Cq* range of ten outbred and four inbred samples was determined and used as a ranking criterion for the list of mRGs. Individual *Cq*s were corrected to 100% amplification efficiency and plotted as difference to the sample with the lowest *Cq*. Outliers with higher (*AI314976*) and lower transcript expression (*Tmem14c*, *Hadhb*, and *Gsr*) are encircled. RG classes are depicted by colour: tRG (brown), uRG (green), rRG (grey) and mRG (black). The line depicts the delimiter range of ≤ two-fold expression variation for a RG. *@*: gene cluster.

To clarify cross-hybridization to the sequence *1200016E24Rik* (meta-analysis rank 3 in Table 1) which was withdrawn from NCBI in 2010, we used fluorescent dye terminator Sanger sequencing to determine the sequence of the amplicon produced by RT-qPCR. A basic local alignment search using Blastn identified complete homology to predicted mRNAs encoded by *Gag* genes located on chromosomes 1, 7, 10 and 12. The sequence was submitted to the GenBank under the accession number HQ681193.

The genes in the novel mRG set optimized for use in jejunum samples are involved in a variety of biological processes regulating a wide range of cellular functions (Table 1). This is also reflected by the fact that 18 of our mRGs were assigned to 128 unique categories of gene ontology terms (data not shown). Thus, for multigene normalization of RT-qPCR expression studies the novel set of mRGs provides extremely high flexibility with regard to experimental stimulus and condition.

### Application of the Tissue-Restricted Meta-Analysis Approach to the Duodenum, the Ileum and the Small Intestine

Considering the identification of highly uniformly expressed genes in the mouse jejunum (see above), the meta-analysis protocol I was applied to the other two sections of the small intestine, the duodenum and the ileum, and to the microarray data set of small intestine samples. In the case of the small intestine, the expression dataset used for the meta-analysis comprised 22 studies with a total of 220 microarrays derived from samples of defined (duodenum: n = 23, jejunum: n = 53, ileum: n = 63) and unspecified (n = 81) origin. The resulting three ‘top 100’ lists of genes from the section/tissue-restricted meta-analyses are listed in Table S4.

The rank lists obtained by section-specific meta-analyses for the jejunum and the ileum contained a similar number of genes above the significance threshold (*P* = 0.05; 10 or 14, respectively). The finding that none of the 15 genes ranked top in the jejunum appeared among the top 100 of the ileum data is in line with our concept of mRG optimization for a specific tissue/section considering that there is a large number of stable transcripts to select from [33].

In contrast, in the meta-analysis performed for the duodenum, ten times more genes were above the level of significance (n = 123). This is probably caused by impaired precision of measurement, as duodenal samples are rich in RNases, as is the adjacent pancreas. Likewise, none of the 15 genes ranked top in the duodenum was among the top 100 of the jejunum or ileum data.

To illustrate the reduced variation of expression of the genes found by this restricted meta-analysis approach, the CV%s of the five top-ranking mRGs of each section/tissue list were compared reciprocally (Figure 3). In most cases the comparison yielded the expected pattern of a low CV% for the context section of the restricted meta-analysis and elevated CV%s for the non-context sections/tissue.

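Of the jejunal genes in Figure 3, Slc52a3, Tspan15 and Zfp598 were matched to probes of the internal jejunum arrays, and no probe was matched to Igh or Hjurp. Over these 9 arrays the CV% of studentized values was 2.65 for Tspan15, 16.1 for Zfp598 and 17.2 for Slc52a3. In the ranking of all genes by CV% on these arrays, Tspan15 lay at percentile 1.11, Zfp598 at percentile 24.4 and Slc52a3 at percentile 26.3. Of the genes that the figure takes from the other sections, Ngef had a CV% of 10.8 and Doc2b of 37.8, both detected on all 9 arrays. The others with a probe were detected on fewer than 5 arrays.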

**Figure 3:**
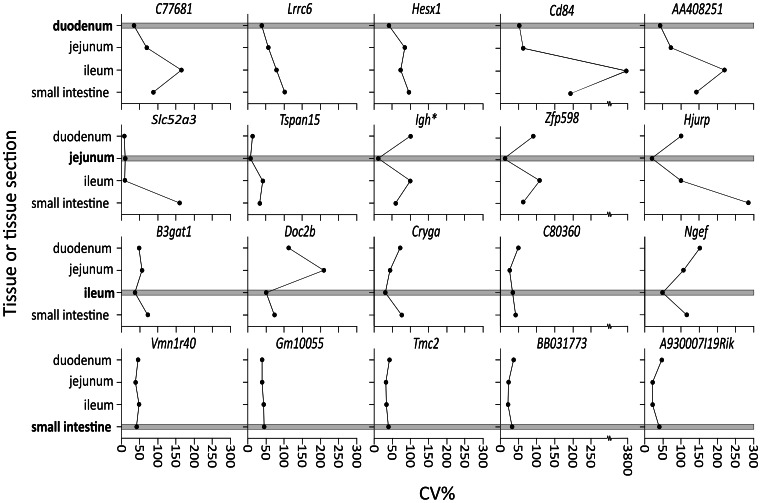
Meta-analyis of microarray data restricted to the context tissue/tissue section (small intestine or its sections) selects mRGs with low expression variability. This is indicated by a low CV% of a mRG identified as top ranking by a restricted meta-analysis in a specific context tissue/section (boxes) but a higher CV% for the same mRG in a non-context tissue/section. *Probe also detects *Igha* and *Igh-VJ558.*

In summary, the meta-analyses performed for RNA expression data for the jejunum, the duodenum, the ileum and the small intestine as the selected context tissue provided lists, of which we reported the top 100 candidates for mRGs. The novel mRGs had not been previously found by other meta-analyses of the protein-encoding transcriptome across a wide range of tissues and experimental conditions [20], [24].

### Meta-Analysis Protocol Normalizing for Differences in Array Number per Study (Protocol II)

Six of the eight studies (75%) and 39 of the 53 arrays (73.6%) considered in our intermicroarray platform meta-analysis for the jejunum used Affymetrix short oligomer microarrays (Table S2). It was reported that the Affymetrix microarray platform may lead to the detection of excessive numbers of false positives [38]. Considering that more than two thirds of the chips in the meta-analysis were of this type, we therefore asked whether our data integration approach could be affected by this phenomenon. We assumed that a normalization step attributing equal weight to an experimental study irrespective of the number of arrays used would diminish the impact of studies with high array numbers and would reduce bias by an individual biological context, thus resulting in an enrichment of false positive hits among the top ranking genes. In other words, we assumed that this normalization procedure would enrich for artefacts related to the Affymetrix short oligomer microarray technology.

From the resulting list obtained by this protocol in which each experimental study contributed equally irrespective of differences in microarray number we tested six genes with top *P*-values for expression in RT-qPCR (Table S5). Not surprisingly, we found two genes that were not expressed irrespective of whether the primer targeted an exonic site or the 3′ untranslated region (*BC147527*, *AI594671*; Table S5) using an equimolar mixture of jejunal cDNAs from inbred and outbred samples as template. We regarded these two cases as false positive microarray expressions considering that they resulted exclusively from contributions of Affymetrix microarrays and that the same mouse strain was used for microarray and RT-qPCR analysis (Table S2 and Material and methods section). Moreover, the gene *Gm14743* showed expression close to the lower end of the quantitative dynamic range.

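No probe of the Applied Biosystems arrays was matched to BC147527, AI594671 or Gm14743 by symbol, RefSeq accession or synonym, so that the 9 internal arrays gave no value for these genes. Of the entries of Table S5, 34 were matched, including all 6 that the table marks for Applied Biosystems arrays. Their probes reached a signal-to-noise ratio of 3 on fewer than 5 of the 9 arrays for 24 of the 34 entries (70.6%), compared with 45.4% of the 15640 other genes (two-sided Fisher's exact test, p = 0.00499). Among the 6 marked entries, 2 were not detected in this way (33.3%, Fisher's exact test, p = 0.695).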

The target sequences of the Affymetrix probe sets of the three genes *BC147527*, *AI594671* and *Gm14743* did not contain G-spots, *i.e.* sequences of four or more guanines. This excludes that unspecific hybridization resulted from a local reduction in probe density mediated by adjacent G-quadruplex formation via four G-spot probes [38]. It remains to be seen whether advances in the normalization procedure of microarray expression data can reduce the number of false positives. For example, significantly fewer false positives can be obtained from transcripts of low abundance if the broadly accepted Affymetrix MAS5 normalization algorithm (Table S2 and this study) is replaced by a combination of intra-experiment Robust Multi-array Average (RMA) normalization and inter-experiment correction. This change in the processing of Affymetrix DNA microarray expression data derived from multiple studies was recently introduced by the expression meta-analysis tool Genevestigator (www.genevestigator.com), a database and Web-browser data mining interface for Affymetrix GeneChip data [19].

The other three top-ranking genes selected for expression analysis by RT-qPCR (*St6galnac1*, *Usmg2*, and *Aldoa)* showed signals within the dynamic range in the pooled cDNA template. Their expression was subsequently tested on individual samples *(* Figure 2). The high expression variation of *St6galnac1* (Δ*Cq* range of 8.3 corresponding to a 311-fold change) is most likely just another indication of the inconsistencies between microarray expression data analysis and our RT-qPCR study regarding biological material and/or principle of detection method.

In summary, irrespective of the false-positive cases in the top of the gene list obtained by the weighted meta-analysis, the selected candidate RGs are worth further validation. 

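On the 9 internal arrays, the genes with ranks of 24 or more in Table S5 that the table marks for the Applied Biosystems platform differed in detection and spread. Cinp was detected on 0 arrays and Scube1 on 3, so that their spread is mostly that of noise. Cyp2b10 was detected on 8 arrays with a 7.91-fold range over the mice (SD of log2 signal 0.89, n = 9). Suox was detected on 5 arrays, and its log2 signal ran from 6.30, on an array where it was not detected, to 11.95, so that its SD of 1.94 is partly that of noise. Ccl5 was detected on all 9 arrays with a 47.3-fold range (SD 1.94). Fabp6, which encodes an ileal bile acid binding protein, was detected on 8 arrays, and its log2 signal ran from 4.67 to 19.51 (SD 4.91). Its value of 4.67 came from the array on which it was not detected.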

RT-qPCR-based expression profiling of a larger set of candidate genes, *e.g.* including genes identified by microarray platforms using short and long oligonucleotide probes (Affymetrix and Applied Biosystems microarray platforms, respectively; genes with ranks ≥24 in Table S5), could potentially add valuable information on tissue-optimized RGs. However, for financial reasons this was not pursued in the present study. The following results only refer to mRGs identified by meta-analysis according to protocol I.

### Genes Stably Expressed Irrespective of Strain, Sex, Strain by Sex Interaction, and Random Effect

We analysed whether the expression of the novel jejunal mRGs is dependent on strain, sex or strain-by-sex interaction and assessed the random effect of individual and/or sample and residual error (Figure 4, Table S6). Only a few of the identified mRGs showed truly uniform expression across samples (*Plekha7*, *Zfx*, *Ube2v1*, *Tspan15*) like the uRG *Oaz1*. Of the 27 novel mRGs optimized for the jejunum, we found eight cases of strain-dependent variation in expression (Table S6). None of the genes investigated dropped below the threshold *P*-value set for sex and strain-by-sex interaction.

**Figure 4:**
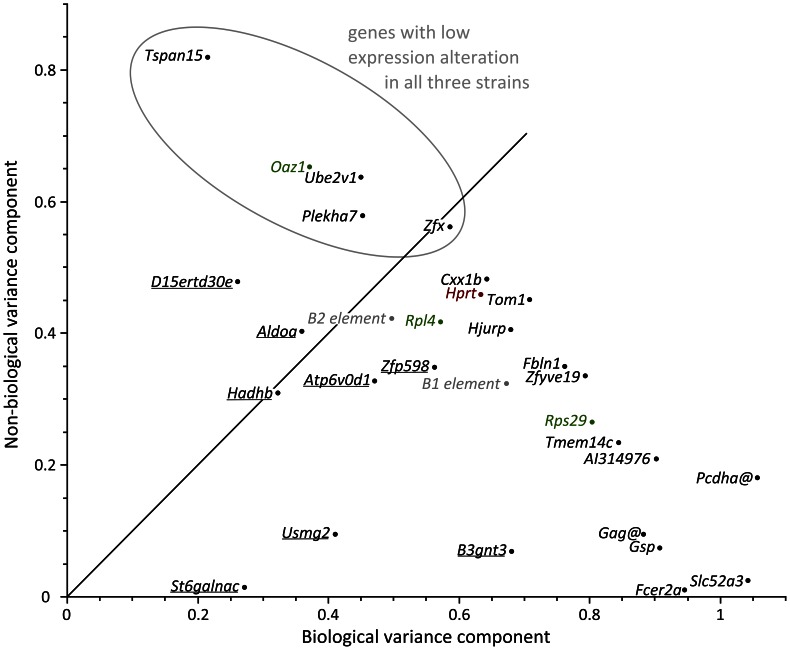
The general linear mixed model analysis of variance components of random effects (mouse individual, residual non-biological error) identified a subset of mRGs with low variation in expression irrespective of fixed effects such as strain, sex or strain by sex, and the random effect of mouse individual. Genes underlined showed a significant strain effect. For genes not underlined there was no significant fixed effect (strain, sex, strain by sex). For genes above or near the diagonal, the proportion of the non-biological error (duplicate qPCR reaction and repetition of experiment with another set of mice) was lower than or similar to the level of biological variation (individual mice). RG classes are depicted by colour: tRG (brown), uRG (green), rRG (grey) and novel mRGs selected for the context tissue of this study (black). *@*: gene cluster.

We also determined the number of genes with less than two-fold variation of expression for each strain. This level of RG variation, alternatively expressed as variation of Δ*Cq* values in treated and untreated samples of ≤ ±0.5 at 100% amplification efficiency, has been used as cut-off for RG suitability [1]. A fluctuation less than two-fold is considered to stem largely from technical variance that similarly affects reference and target genes, for example due to unequal loading or differences in PCR efficiency across samples. It should not be confused with the final outcome of a RT-qPCR experiment, *i.e.* an n-fold change in target gene expression requiring accurate (multigene) normalization and calibration of a sufficiently large number of experimental samples. When samples were analysed for an individual mouse strain separately, OF1, C57Bl/6N or CD1, the cut-off of two-fold expression variation or less was met by 17, 24 and 25 genes, respectively (Table 2).

**Table 2:** Maximum range and arithmetic mean ± standard error of fold expression change for RG candidates in the mouse strains monitored.

Gene	OF1 (n = 7 or 9)	C57BL6/N (n = 4 to 6)	CD1 (n = 3)
*Plekha7*	**1.37** (1.17±0.13)	**1.58** (1.18±0.22)	**1.24** (1.12±0.10)
*Oaz1* 1	**1.58** (1.19±0.17)	**1.46** (1.17±0.14)	**1.20** (1.05±0.08)
*Zfx*	**1.56** (1.16±0.19)	**1.47** (1.20±0.16)	**1.33** (1.13±0.18)
*Tom1*	**1.74** (1.25±0.24)	**1.57** (1.27±0.23)	**1.16** (1.07±0.08)
*Hprt* 2	**1.76** (1.37±0.27)	**1.61** (1.26±0.24)	**1.73** (1.28±0.27)
*Tmem14c*	3.31 (1.53±0.61)	**1.58** (1.15±0.18)	**1.63** (1.19±0.26)
*B1 element* 3	**1.46** (1.16±0.15)	**1.57** (1.19±0.17)	**1.43** (1.17±0.18)
*Hjurp*	**1.70** (1.28±0.23)	**1.82** (1.30±0.34)	**1.47** (1.27±0.22)
*Cxx1b*	2.11 (1.41±0.41)	**1.99** (1.39±0.37)	**1.90** (1.42±0.45)
*D15Ertd30e*	**1.66** (1.35±0.24)	**1.67** (1.28±0.24)	**1.40** (1.18±0.20)
*Tspan15*	**1.82** (1.28±0.27)	**1.49** (1.16±0.16)	**1.23** (1.10±0.10)
*Ube2v1*	**1.64** (1.23±0.20)	**1.73** (1.27±0.25)	**1.19** (1.07±0.09)
*Zfyve19*	2.03 (1.36±0.25)	2.05 (1.38±0.37)	**1.38** (1.16±0.15)
*AI314976*	5.57 (2.69±1.75)	**1.54** (1.18±0.20)	**1.28** (1.08±0.12)
*B2 element* 3	**1.68** (1.23±0.19)	**1.70** (1.21±0.22)	**1.28** (1.12±0.11)
*Hadhb*	12.15 (2.05±2.92)	**1.31** (1.12±0.11)	**1.90** (1.28±0.35)
*Rps29* 1	**1.90** (1.26±0.23)	**2.00** (1.35±0.32)	**1.62** (1.23±0.24)
*Zfp598*	**1.64** (1.28±0.20)	**1.44** (1.17±0.15)	**1.35** (1.17±0.14)
*Atp6v0d1*	**1.74** (1.31±0.25)	**1.66** (1.19±0.22)	**1.28** (1.12±0.12)
Pcdha@	2.78 (1.65±0.72)	**1.81** (1.42±0.35)	**1.60** (1.21±0.34)
*Fbln1*	**1.80** (1.35±0.27)	**1.46** (1.17±0.16)	3.10 (1.50±0.81)
*Gsr*	6.60 (2.38±1.34)	2.44 (1.74±0.53)	**1.95** (1.47±0.47)
*Aldoa*	**1.69** (1.31±0.24)	2.32 (1.58±0.53)	2.61 (1.70±0.83)
*Rpl4* 1	2.02 (1.53±0.36)	**1.40** (1.17±0.17)	**1.63** (1.33±0.30)
Gag@	3.67 (2.11±0.93)	**1.80** (1.31±0.31)	**1.45** (1.18±0.22)
*Slc52a3*	5.86 (2.39±1.36)	5.12 (1.94±1.29)	3.49 (1.71±0.98)
*B3gnt3*	4.28 (2.77±0.96)	5.40 (2.39±1.76)	3.47 (1.68±1.01)
*Usmg2*	4.76 (2.10±1.28)	**1.50** (1.24±0.20)	**1.14** (1.06±0.07)
*St6galnac1*	19.92 (7.61±6.99)	3.09 (1.61±0.76)	2.37 (1.68±0.69)
*Fcer2a*	70.26 (32.18±27.64)	356.4 (135.9±148.8)	23.75 (8.69±13.04)

gene list was ordered according to Fig. 2.

values in bold: ≤ two-fold expression variation (minimum to maximum).

@: gene cluster.

1 uRG,

2 tRG,

3 rRG.

### Co-expression Analysis

Co-expression analysis across all tissues was performed using GeneMANIA containing data collected mostly from the Gene Expression Omnibus (GEO) and that are associated with a publication. No obvious overall co-expression was detected within the set of novel mRGs (Figure 5). An elevated weight score was determined only for one pair of direct coexpressors (0.21; *Atp6v0d1* and *Ube2v1*). The weight scores of seven other gene pairs were at least one order of magnitude lower (0.02 to 0.007; *Tmem14c* and *AI314976*, *Tmem14c* and *Gsr*, *Tspan15* and *B3gnt3*, *Zfyve19* and *Ube2v1*, *Tmem14c* and *Ube2v1*, *Zfyve19* and *AI314976*, *Atp6v0d1* and *Tmem14c*).

**Figure 5:**
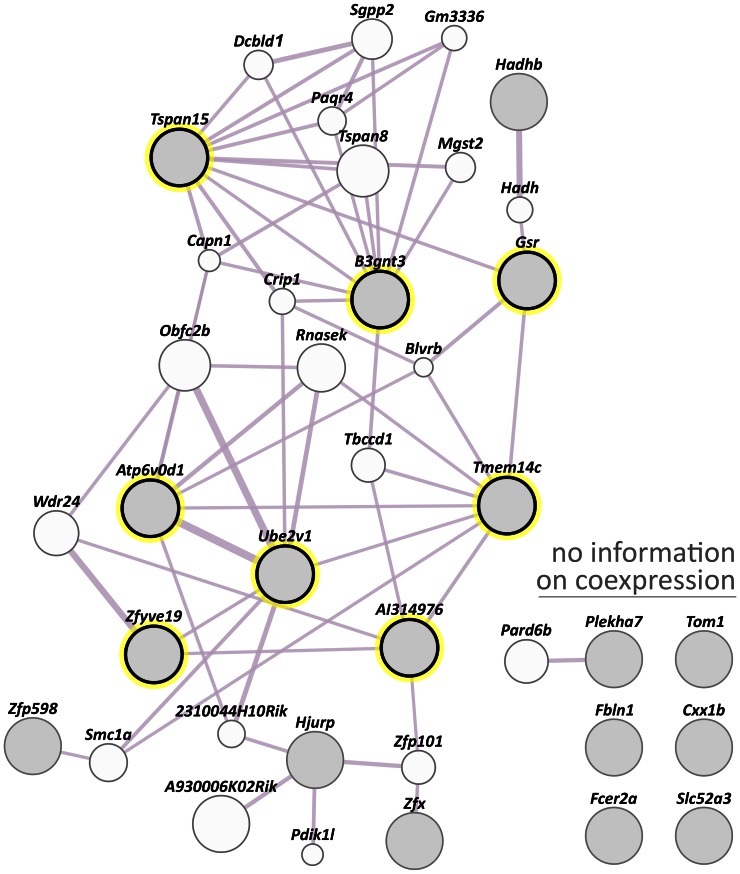
GeneMANIA co-expression analysis for the novel mRGs. Direct co-expression of novel mRGs (filled grey circles) is highlighted by a yellow surrounding circle. For the genes on the top right there was no information on co-expression. Two genes are linked if their expression levels are similar across conditions in a gene expression study, mostly derived from peer-reviewed publication data publicly accessible via GEO. A thicker line indicates a higher combined weight. The circle size depicts the extent of relatedness of a particular gene to the query genes. The cluster of Gag genes was not queried. Note that *D15Ertd30e* (NCBI gene identity number: 52238) and Pcdha@ (192162) were not listed in the GeneMANIA system.

In the target tissue, the co-expression of the novel mRGs was analysed with the ‘Co-Expression tool’ of Genevestigator. No coexpressed gene pairs were found when the networks of the novel mRGs that showed no significant fixed effect (*Tspan15*, *Ube2v1*, *Plekha7* and *Zfx*; see above) was analysed (Figure 6). For these four genes public SNP databases did not contain any SNP in the binding sites of the qPCR primers listed in Table 3. It is thus unlikely that this type of a genetic variation influences the expression data obtained with our RT-qPCR primers, at least for common mouse strains. Note that copy number variations of genomic regions were not addressed in this study.

**Figure 6:**
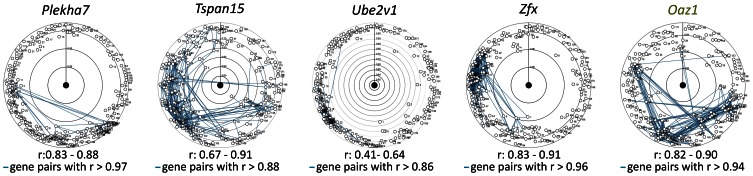
mRGs for which no significant fixed effect (strain, sex, strain by sex) was revealed are not closely correlated in the small intestine. Pearson product-moment correlation coefficients (*r*) were calculated for the 200 most correlated genes (circles) using the Co-Expression tool of Genevestigator (n = 3 microarray data sets). The co-expression networks constructed for the novel mRGs (gene symbols in black) and the uRG *Oaz1* (green) contained no case of coexpressed genes among the five genes analysed. Rank numbers are inversely proportional to the *r*-value.

**Table 3:** Sequences of oligonucleotide primers used in RT-qPCR.

Genesymbol	Accessionnumber	Forward primer (5′–3′)	Reverse primer (5′–3′)	Amplicon(bp)	Efficiency	Error^1^	Assay ID
							
*AI314976*	NM_207219	GGCGTCACTGACCTCTCCAT	TTGACTCAAACACCTCTTCGAGAA	97	77	13.4	8597^3^
*Aldoa*	NM_001177307	GTGTTGTGGGCATTAAGGTAGATAAG	CATCCAGCCCCTGGGTAGTT	81	95	2.9	8598^3^
*Atp6v0d1*	NM_013477	ATTTCAACGTGGACAATGGCTACTT	TCTCGCACTGCACCAGGTT	99	88	2	8599^3^
*B1 element*	multiple	TGGCGCACGCCTTTAATC	GCTGGCCTCGAACTCAGAAAT	46–73	56	1.4	Unpublished^4^
*B2 element*	multiple	CAATTCCCAGCAACCACATG	ACACCAGAAGAGGGCATCAGA	66–68	82	1.4	Unpublished^4^
*B3gnt3*	NM_028189	CCCCTACGAGATCCTCCTCC	CACGGATAGATTAGCTCGGCA	181	85	2.7	31982625a1^2^
*Fbln1*	NM_010180	ACCAGGCCGACATCATCTTC	TTCAGGACAGCGTAAAACGGG	142	68	1.8	6753822a2^2^
Gag@	multiple	TGGAGTAGGCTGGCCACCTA	CAGCCAAGCCAAACGCTATT	131	79	5.3	8609^3^
*Gm14743*	NM_001126321	GACGAGTGGTCCCCTGGAG	TGCTTATACCCAGTGACTGTGGTC	129	87	4	8611^3^
*Gsr*	NM_010344	TGACAACATCCCTACTGTGGTCTT	GGGTAAAGGCAGTCGAGTAGATTTTC	122	88	0.4	8604^3^
*Hadhb*	NM_145558	GCTAGAGCTGCACTTTCGGG	GCCACATTGCTTGTTTTCACTTC	110	85	2.2	21704100a2^2^
*Hjurp*	NM_198652	CGGTGCGGATACGAGCTT	CTCTGCGTTCTTAAAATACTCTTCATCT	187	84	0.8	8600^3^
*Hprt*	NM_013556	AGCTACTGTAATGATCAGTCAACG	AGAGGTCCTTTTCACCAGCA	198	82	0.5	3583^3^
*Oaz1*	NM_008753	GTGGTGGCCTCTACATCGAG	AGCAGATGAAAACGTGGTCAG	120	82	1.3	7110677a3^2^
Pcdha@	multiple	TGGAGGAGGCTGGCATTCTA	GGGTTGCCTGGTCCGTATT	163	84	8.5	8608^3^
*Plekha7*	NM_172743	GAACGCTTCCGTGCTCAAAG	GATCGACAAACAAGGCATCCT	103	86	0.1	27370088a2^2^
*Rpl4*	NM_024212	CCGTCCCCTCATATCGGTGTA	GCATAGGGCTGTCTGTTGTTTTT	147	84	0.4	30794450a1^2^
*Rps29*	NM_009093	CAACCGCCACGGTCTGAT	CATTCAAGGTCGCTTAGTCCAACT	110	86	1.2	8602^3^
*Slc52a3*	multiple^6^	ACCAGGGACCACCTTGAACACTA	CAGCAGCACGTCAGGAAAGAC	159	76	2.3	8610^3^
*St6galnac1*	NM_011371	GCCATCCACCATGACGAGAT	GCACTTGCGTCATTCTTCCA	159	91	4	6755510a1^2^
*Tmem14c*	NM_025387	CTGTCTCAGGATCCCAGGAATGT	CAAACTGGCTCCTGCGATTAA	129	83	4.7	8603^3^
*Tspan15*	NM_197996	CGGCAGAAATACAAAACCCTGG	CAGAAGGCACAGGTTGTCC	132	95	0.6	13278031a2^2^
*Zfp598*	NM_183149	GGTGCTCTACCAAGATGCGG	GGATGGGGATCAGGGCAAA	117	87	0.6	34147169a1^2^
*Zfyve19*	multiple^5^	GCTGTCAAGTTCACCCTCTTCAA	GGCTCGGCCACAATTCTTACA	57	90	5.4	8605^3^
*Ube2v1*	NM_023230	TGATAATTGGACCTCCACGAACAA	TCTCGGATCCACCACTCCAT	158	95	1.6	8606^3^
*Usmg2*	AJ290944	TTAGGGATGCAGAACACGTGAAA	CAACATCAACTCAAGCTAACATAGGAA	59	99	2.3	8607^3^

@: gene cluster.

*Pcdha*@: Pcdha cluster of genes binding to *Pcdha1, Pcdha10, Pcdha11, Pcdha12, Pcdha2, Pcdha3, Pcdha4, Pcdha5, Pcdha6, Pcdha7, Pcdha8, Pcdha9, Pcdhac1* and *Pcdhac2*.

1 mean squared error of the single data points fit to the regression line given in %.

assay details are accessible in the original publication or in the repositories for primer sequences (^2^PrimerBank or ^3^RTPrimerDB).

4 primer sequences provided by Vandesompele, J.

5 accession numbers: NM_001164827 and NM_028054.

6 accession numbers: NM_001164819 and NM_027172.

### Potential of Novel mRGs for Improvement of RT-qPCR Data

The value of the novel mRGs for improving multi-gene normalization of RT-qPCR data was demonstrated by ranking their expression stability in the experimental samples of inbred and outbred strains using the algorithm RefFinder. Single genes and sets of novel and former RGs as well as their combinations were analysed. As expected from their highly stable expression across the inbred and outbred samples analysed (Figure 2), the set consisting of the novel gene *Plekha7* and the uRG *Oaz1* showed superior expression stability (Table S7). Thus a better normalization can be achieved with fewer genes including novel mRGs.

Alternatively, the potential of a candidate set of RGs can be estimated by the standard error of the mean over different conditions, *i.e.*, the lower the standard error the better the set. This standard error is approximately equal to the square root of the mean variance of the RGs over the different conditions divided by their number. Applying this calculation to sets of representatives of the tRG, rRG and uRG classes (*Oaz1*, *Hprt*, *B1 element*, *B2 element*, *Rps29* and *Rpl4* (cumulative variance of 0.145), a reduced standard error was found for the set consisting of the top three novel mRGs (*Plekha7*, *Zfx* and *Ube2v1*; 0.140) and also for the top ranking RG pair (*Plekha7* and *Oaz1*; 0.129). We note that with the same or even a lower number of mRGs the same or a lower standard error can be achieved, which improves accuracy and reduces sample amount and costs.

## Discussion

For normalization of RT-qPCR-based expression analysis in a single tissue only some tRGs [14] and a few uRGs have been used because of their relatively stable expression across a multitude of cell types and tissues under varying experimental conditions [20], [24]. For the biological context of a single tissue, a context-specific meta-analysis might increase the number, uniformity in expression and functional diversity of putative RGs for normalization of RT-qPCR data.

In the past, mRGs have specifically been selected for pathological states including pathogenic infection and cancer, a tissue subset, developmental status, cell differentiation *etc.*, using mining of RNA expression data using ESTs [30], microarrays [39], [40], or a combination of sequencing- and hybridization based platforms to overcome the limitations of each approach [20] (Table S1). We now describe an approach for the substantial reduction of cross-platform microarray data required to select optimized mRGs for the context tissue, the jejunal section of the mouse small intestine. The microarray expression data mined was exclusively derived from this particular biological context. Our novel data mining protocol resulted in the identification of the novel mRGs *Plekha7*, *Zfx*, *Ube2v1* and *Tom1*. In the inbred and outbred samples analysed their expression varied two-fold or less in relation to the sample with the minimum steady-state RNA level (Figure 2). Hence the genes met the criterion for RG suitability of Δ*Cq* ≤ ±0.5 around average sample expression [1]. Similarly, we could show that the variation of two representatives of the uRG and tRG classes, *Oaz1* and *Hprt,* respectively, also remained below this threshold of expression stability (Figure 2). The combination of a novel mRG with an uRG, *Plekha7* and *Oaz1*, showed superior ranking in expression stability analysis with the tool RefFinder and the lowest cumulative variance. The fact that the novel top ranking mRGs had not been previously discovered, their highly stable expression, their assignments to diverse biological processes and the absence of pairwise co-expression among the genes demonstrate the success of our selection approach. The high level of expression uniformity of our novel mRGs can be beneficial for studies addressing the effects of small changes in expression about which little is known at present, largely due to the technical limitations. For example, circadian influences, diet changes or the length of time an organism is exposed to light, are thought to cause only minor changes in gene expression [41], [42], [43], [44]. Technical improvement such as the adoption of a tissue-specific normalization strategy in combination with advances in digital PCR [45] are expected to shed light on this yet neglected field soon.

The information on outliers with higher (*AI314976*) and lower levels of expression (*Tmem14c*, *Hadhb* and *Gsr*; Figure 2) may help to broaden our understanding of the regulation of these genes. For example the deviant expression could be the result of pathogenic infection or of allelic or physiological variants with aberrant transcript regulation.

RNA-seq, a massively parallel sequencing method for transcriptome analysis, will improve the understanding of the repertoire and regulation of transcript isoforms [46]. *E.g*., for the mRG *Plekha7*, the gene top ranked by RT-qPCR (Figure 2), five transcript isoforms are predicted in the UniProt database. Since no information on the tissue-specific expression or function of these isoforms was available, we randomly chose a single exon contained in all predicted isoforms as target for our RT-qPCR primers. Like exon microarrays [47], RNA-seq would also allow to identify circadian alternative splicing. The ability to identify genes that are affected by (peripheral) circadian clock mechanisms, but that can also be transcribed into isoforms not subjected to this type of regulation, could further increase the repertoire of transcripts for context-specific selection of mRGs.

Another way to improve context-specific selection of mRGs in the mouse would be to use a broader range of allelic variants. As an example, the Collaborative Cross (CC), a large set of recombinant inbred lines derived from genetically diverse progenitors [48], provides access to a more complete catalogue of variation [49].

In conclusion, we have performed data mining across microarray platforms to identify mRGs. This was followed by RT-qPCR-based determination of expression uniformity, where representative genes of the tRG, uRG and rRG classes were included for comparison. This work shows that, with a meta-analysis of RNA expression data restricted to a particular context tissue, mRGs of high expression stability can be identified. The novel mRGs optimized for the mouse jejunum should complement or replace genes from former RG classes such as tRGs (Table S8) for RT-qPCR-based expression monitoring in this tissue. When the set of invariant mRGs specifically selected for a specific tissue is used for normalization of microarray expression data of coding and small non-coding RNAs in this context [17], [31], [50], differentially expressed transcripts and key pathways can be identified with higher sensitivity [31]. Irrespective of whether transcriptome data are obtained by microarray or sequencing-based technologies, the strategy of context tissue-specific selection of RGs should be considered for expression studies of other target tissues. The community tool RefGenes of the Genevestigator database developed for the identification of reliable and condition-specific candidate RGs for the normalization of RT-qPCR data could be helpful in this regard by allowing the mining of expression data of at least a single microarray platform [32]. In addition, Automated Microarray Data Analysis (AMDA) has been developed for the analysis of microarray expression data from multiple platforms [51]. Its next release could easily implement a tool for the selection of mRGs (Dimos Kapetis, personal communication).

## Materials and Methods

### Ethics Statement and Animal Welfare

This study was carried out in accordance with the recommendations of the Austrian national law (TVG 1988, BGBl. Nr. 501/1989) and of the European Parliament and of the Council on the protection of animals used for scientific purposes (Directive 2010/63/EU). Jejunal samples of OF1 mice used for microarray analysis were derived from a previous nutritional study conducted at the Institute of Nutrition, University of Veterinary Medicine Vienna and approved by the ethics committee of the University and the national ethics committee for animal experiments (GZ: 68.205/0042– BrGT/2006). No animal trial was conducted on the C57Bl/6N and CD1 mice according to the above stated laws (§2 and paragraph 3 of article 1 in chapter 1). Animals were euthanized by vertebral dislocation according to the Directive 2010/63/EU (article 6 of chapter 1 and annex IV). One author of this work (CB) is a trained veterinarian and was responsible for animal welfare. The health status of the mice was checked daily.

### Mouse Strains

For the internal DNA microarray expression data seven weeks old male mice of the vigorous and productive outbred strain OF1 [52] were purchased from the Research Institute for Laboratory Animal Breeding (Himberg, Austria). The OF1 strain at this breeding institution descended from a breeding colony obtained by Iffa Credo (L’Arbresle, France; now Charles River Laboratories International, Wilmington, USA) and passed genetic re-management started in February 2003. The internal expression data set addressed the effect of a custom maize diet (Ssniff, Soest, Germany) fed *ad libitum* to mice kept under conventional housing conditions.

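The effect of the feed was tested in the 9 jejunum arrays with limma, as a moderated F test over the 3 feeds with Benjamini-Hochberg adjustment. The test covered 9652 genes detected on at least 3 of the 9 arrays. No gene (0) passed an adjusted p of 0.05 in limma, and 518 genes had an unadjusted p below 0.05. The smallest adjusted p was 0.351, for 4933432P15Rik, a gene chosen after its values were seen. The exact permutation test of the F statistic per gene called 0 genes, with 486 below an unadjusted p of 0.05, but its smallest possible p of 0.00357 leaves it little room after adjustment over the 9556 genes with a value on all arrays. The unmoderated F test called 1 gene, again 4933432P15Rik, with 503 below an unadjusted p of 0.05. For the pairs of feeds, limma also called 0 genes each, with 609 genes below an unadjusted p of 0.05 for feed K minus feed B, 554 for feed G minus feed B and 438 for feed G minus feed K. The alternative that moved the counts past the adjusted threshold most was leaving out mouse 10 of feed B, after which 10 genes passed for feed K minus feed B. Scaling each array to its median moved the unadjusted counts for the pairs with feed B most, and still called 0 genes. They rose to 1230 for feed K minus feed B and 1798 for feed G minus feed B. The unadjusted count for feed G minus feed K was 359 there. In data simulated with the means and spread of these genes, limma recovered 0 of 200 genes changed by 1 on the log2 scale on feed G, 137 of 200 changed by 2 and 158 of 200 changed by 3.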

C57Bl/6N inbred and CD1 outbred mice (Biomodels Austria, Vienna, Austria) were used together with OF1 mice for expression analysis by RT-qPCR.

Until sampling mice were kept at the Institute of Laboratory Animal Science (University of Veterinary Medicine Vienna) in macrolon cages of varying sizes under a 12 hours light/dark cycle. Housing was in accordance with the standards given by the national ethics committee for animal experiments.

### Intestinal Tissue Sampling

Before sampling of the jejunum a starvation period of three hours during the light cycle was introduced. During this time food, but not water was withheld from the mice. Mice were sacrificed by vertebral dislocation. The small intestine beginning from the pylorus to the ileocaecal junction was dissected immediately and divided into two fragments of similar length. A 2 cm segment of the jejunum covering the 1 cm proximal and 1 cm distal regions around the angular point was dissected. Tissue samples were shock frozen in 2-methyl-butane (Merck, Darmstadt, Germany) cooled with liquid nitrogen. After shock freezing the samples were transferred to cryo tubes (Bertoni, Vienna, Austria) and stored in liquid nitrogen until further processing.

The daytime of sampling was not recorded nor randomized between the experimental groups. This does not allow exclude bias from (peripheral) circadian gene regulation [47], [53]. Hence, the value of the internal microarray data set for the context originally addressed (alimentation) is reduced. However, the data set is valuable when the selection of RGs is addressed considering that the common RG concept is incompatible with regulation by the circadian clock.

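Clock genes were examined as a list of 17 genes, of which 16 had a probe and 13 were detected on at least 3 arrays and tested. The median SD of their log2 signal over the 9 mice, for the 16 genes, was 0.86, which lies at percentile 99.99 of 10000 random lists matched on mean log2 signal. With the feed means subtracted the median SD was 0.63, at percentile 95.9. In limma's moderated F test over the 3 feeds, 9 of the 13 genes passed 0.05 when adjusted over the list alone and 0 when adjusted over all 9652 genes tested. These were Nfil3, Arntl, Hlf, Nr1d2, Per2, Tef, Dbp, Nr1d1 and Bhlhe40. The log2 signal of Nfil3 was 10.07 ± 0.19 (SD, n = 3) on feed B, 9.46 ± 0.09 (SD, n = 3) on feed K and 8.93 ± 0.14 (SD, n = 3) on feed G. Its F test over the 3 feeds gave 0.00845 adjusted over the list (limma). From feed B to feed G, Nfil3 fell by 1.14 (standard error 0.18, limma p of this pair adjusted over the list 0.00246). Arntl fell by 2.12 (standard error 0.45). Dbp was higher on feed G than on feed B by 2.39 on the log2 scale (standard error 0.62) and Tef by 2.08 (standard error 0.45). Per2 was also higher on feed G, where it was detected on all 3 arrays, but on feed B it was detected on 1 array only, so that the size of its change rests in part on noise. Hlf was detected on 0 arrays of feed B and on all 3 of feed G, where it was 4.25-fold above a reference level for feed B. On each feed B array this level was the higher of its own signal and the lowest signal of a detected probe. A probe above this level can still be undetected: Npas2, with a mean of 10.55 on feed B, was detected on 1 array there. The 4.25-fold is therefore not a lower limit of the change. Nr1d1 was highest on feed K, 0.77 above feed B (standard error 0.25), and its change from feed B to feed G was -0.11 here but 0.44 with median scaling. The feed G arrays have barcodes in another number range than the others, so that contrasts with feed G may also hold a difference between array lots.

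**Figure D2:**
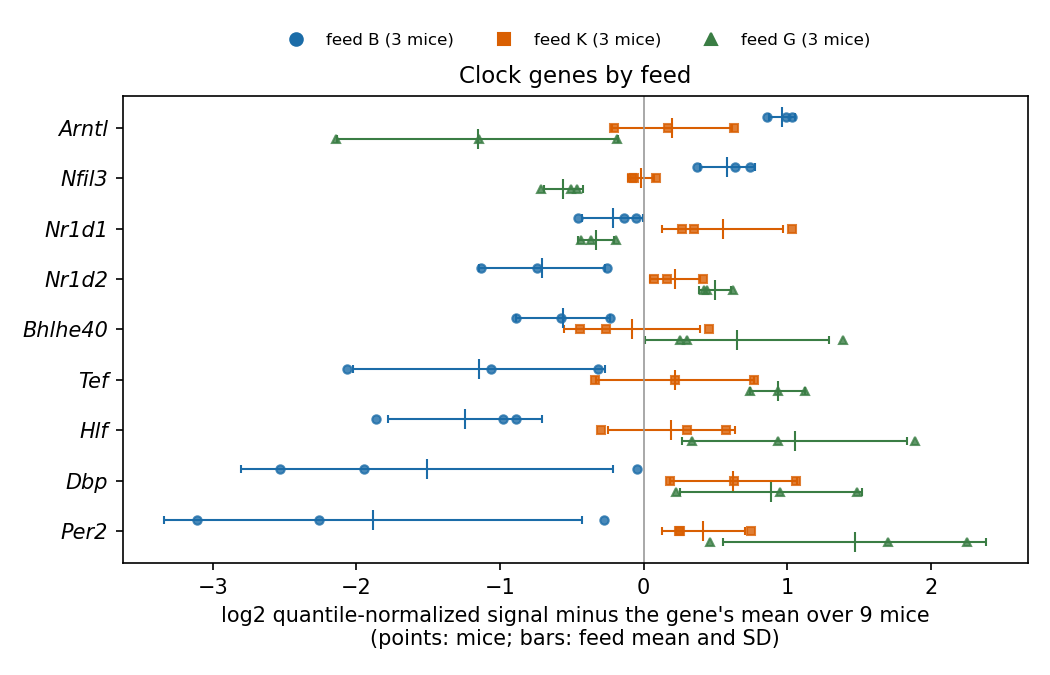
The 9 clock genes that passed 0.05 adjusted over the list alone. The horizontal axis is the log2 quantile-normalized signal minus the mean of the gene over the 9 mice, points are mice (3 per feed), and bars are the feed mean and SD. Arntl and Nfil3 lie highest on feed B and lowest on feed G, also with each array scaled to its median, while Per2, Dbp, Hlf, Tef, Nr1d2 and Bhlhe40 have their lowest mean on feed B.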

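As a set, the 13 clock genes tested had higher signals on feeds K and G than on feed B in limma's camera and fry, but not past 0.05 once the 3 pairs of feeds were adjusted for, a step added after the values were seen. For feed K minus feed B camera gave 0.0355 unadjusted (limma, adjusted p = 0.0745) and fry 0.0403 (adjusted p = 0.0605). For feed G minus feed B camera gave 0.0497 unadjusted (limma, adjusted p = 0.0745) and fry 0.0381 (adjusted p = 0.0605). For feed G minus feed K neither passed (limma's camera, adjusted p = 0.736, and fry, adjusted p = 0.984). The direction of the set hides genes that go both ways. In fry without direction the set passed for feed K minus feed B (adjusted p = 0.00153) and feed G minus feed B (adjusted p = 0.000236), and in every alternative computed for the set. It also passed for feed G minus feed K (adjusted p = 0.0190), but not with median scaling (adjusted p = 0.0766), the series table (adjusted p = 0.185) or no filter on dim genes (adjusted p = 0.0540), so that this call is not stable. With each array scaled to its median, 6 genes passed over the list alone, without Nfil3, Arntl and Nr1d1. With this scaling camera gave an adjusted p of 0.212 for feed K minus feed B and of 0.216 for feed G minus feed B, while fry called both (adjusted p = 0.000894 and 0.000255). Fry also called both with the series table (adjusted p = 0.0190 and 0.0113), where camera did not (adjusted p = 0.0634 for both), so that the call by direction depends on the normalization. The paper reasons that, as the daytime of sampling was neither recorded nor randomized between the groups, a bias from circadian regulation cannot be excluded.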

### RNA Isolation from Murine Jejunum

50 mg intestinal tissue was homogenized in 700 µL of a monophasic solution of phenol and guanidinium isothiocyanate (Qiazol Lysis Reagent, Qiagen, Hilden, Germany) using 2 ml tubes pre-filled with 1.4 mm diameter ceramic spheres (MagNA Lyser Green Beats, Roche Diagnostics, Mannheim, Germany). Tissues were homogenized twice for 20 s in the MagNA Lyser instrument (Roche Diagnostics) at 6,500 rpm. The lysate was stored at −80°C until further processing. After the addition of 1/5 (v/v) chloroform and centrifugation at 4°C for 15 min at 12,000×g, the aqueous phase was transferred to a new tube. The subsequent processing of the extraction of cellular RNA including small RNAs was performed with the miRNeasy Kit (Qiagen) in combination with the QIAcube (Qiagen) for automated sample preparation.

RNA concentration was determined by spectrophotometry using the Hellma TrayCell (Hellma, Müllheim, Germany) in combination with the BioPhotometer (Eppendorf, Hamburg, Germany). RNA integrity was assessed with the RNA 6000 Nano Chip kit (Agilent Technologies, Santa Clara, USA) on the 2100 Bioanalyzer (Agilent Technologies). RNA Integrity Number (RIN) values were calculated by the 2100 Expert software (version B.02.03.SI307; Agilent Technologies). RIN values of >8 (inter-sample variation of ΔRIN ≤0.5) and >7 were used as threshold for RNA integrity in microarray and RT-qPCR analyses, respectively.

To remove contaminating DNA in RNA samples subjected to RT-qPCR, 16 µl of RNA (125 µg/µL) was mixed with 2 µL of 10×Reaction Buffer and 2 µL RQ1 RNase-Free DNase (1 U/µL; Promega, Leiden, Germany) and incubated at 37°C for 30 min. The reaction was terminated by adding 2 µL of 20 mM EGTA (pH 8) and incubating at 65°C for 10 min. For spin-column purification the E.Z.N.A.® MicroElute® Total RNA Kit (Omega Bio-tek, Norcross, USA) was used.

### Internal Expression Data Set Obtained with Applied Biosystems Mouse Genome Survey Microarray

DIG-labeled cDNA probes were reverse-transcribed from 40 µg total RNA using the Chemiluminescent RT-Labelling kit (Applied Biosystems) as described by the manufacturer. Array hybridization, chemiluminescence detection, image acquisition and analysis were performed using the Chemiluminescence Detection Kit (Applied Biosystems) and the 1700 Chemiluminescence Microarray Analyzer (Applied Biosystems) following the instructions of the manufacturer. Each microarray was first pre-hybridized at 55°C for 1 h in hybridization buffer with blocking reagent. Oligo-dT primed, DIG-labeled cDNA targets were fragmented, mixed with the internal control target and then hybridized to the equilibrated microarrays in a volume of 1.5 ml at 55°C for 16 h. After hybridization, the arrays were washed with hybridization wash buffer and chemiluminescence rinse buffer. The enhanced chemiluminescent signals were generated by incubating arrays with an alkaline phosphatase conjugated anti-digoxigenin antibody followed by incubation with the chemiluminescence enhancing solution and final addition of the chemiluminescence substrate. Four images were collected for each microarray using the ABI 1700 Chemiluminescent Microarray Analyzer. 

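In the deposited array files, no spot has a signal of 0 or less. For all 119010 spots with a signal-to-noise ratio below 1 the signal column holds the standard deviation of the spot, and for all 178098 other spots it holds the product of the signal-to-noise ratio and the standard deviation to within 1%. The signal of a spot at the noise level is therefore a measure of its noise. Between 432 and 1045 of the 33012 spots per array carried a failed flag. A gene was called detected on an array when a probe of it had a signal-to-noise ratio of at least 3. By this rule 5887 of the 15674 genes were detected on all 9 arrays, 8555 on at least 5 arrays and 3208 on no array. The correlation of log2 signal over all genes between 2 arrays had a median r of 0.935 for mice on the same feed and of 0.934 for mice on different feeds, across genes, which are not independent replicates.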

The images were auto-gridded and the chemiluminescence signals were quantified, corrected for background and spot and spatially normalized.

Microarray data are accessible at the Gene Expression Omnibus under the accession GSE44396.

### Meta-Analysis of Microarray Expression Data for the Mouse Intestine

The key words “*Mus musculus*” and either “jejunum”, “duodenum“, “ileum” or “small intestine” were queried against the public databases Gene Expression Omnibus [54] and Array Express [22] using default search settings. A total of 220 intestinal microarrays comprising 23 arrays for the duodenum, 53 for the jejunum, 63 for the ileum and 81 arrays from unassigned small intestinal samples were downloaded (Table S2). Collectively, the internal and external microarray data sets crossed were derived from nine platforms. Data lacking information on pre-normalization, cell culture experiments and probes without NCBI gene symbol were excluded. As a detection *P*-value was not available for all data sets, quality-weighting [55] was not performed. For several data sets raw data were unavailable (Table S2) precluding the use of the parametric framework suggested by [56].

Raw data or if unavailable data scaled with the Affymetrix MAS5 normalization algorithm were quantile normalized using the GenStat software (11th edition for Windows; VSN International Ltd, Hemel Hempstead, United Kingdom) using the option of the arithmetic mean according to the recommendation of the software provider (Baird D, Analysis of Microarray Data, 2011). Quantile normalized data was log_2_ transformed. After normalization spots lacking a gene symbol were removed, genes detected in less than half of the available microarrays were omitted, and genes detected by more than one set of probes were averaged. Subsequently, the data of each array were transformed to zero mean and unit variance, *i.e.* studentized [57]. The resulting data were subjected to two meta-analysis protocols. To avoid computer memory problems during subsequent ANOVA runs, a significant reduction of data was achieved as follows. The CV% was calculated for each gene across all arrays and only the 10% genes with the lowest CV% were processed further.

In the first approach, the 10% genes with the lowest CV% were submitted to a one-way ANOVA with microarray experiment as fixed effect using PROC MIXED of the SAS 9.1 software (SAS Institute, Cary, USA). Genes were ranked according to their *P-*values determined by the Wald χ^2^ test. Obviously, differentially expressed genes should primarily have low *P*-values, while candidate mRGs should primarily have high *P*-values. Thus ranking the genes according to *P*-value should lead to the best candidate mRGs among those with high *P*-values.

With the second strategy, we aimed for the same overall goal of identifying candidate mRGs according to their uniformity of expression among all genes. An ANOVA was performed independently on the independent experiments using the log_2_ transformed data. The variances were weighted to compensate for differences in experimental design among studies using the formula 

, where *i* is the gene, *j* the microarray platform, *ν* the degrees of freedom given by the experimental design and *σ_ij_^2^* is the variance of the *i* ^th^ gene, in the *j* ^th^ microarray platform. The ANOVA was run using the “lm” command of the statistical program package “R” (www.r-project.org). Finally, the genes were ranked based on the “weighted” *P*-value to choose the most uniformly expressed genes.

Note that in both protocols of meta-analysis, the impact of the different biological conditions studied in the different experiments was not accounted for.

The preferred reporting items for systematic reviews and meta-analyses (PRISMA) checklist is presented as Checklist S1.

### RT-qPCR

RNA with a RIN value of at least 7 (sample range: 7.8 to 9.6) was reverse-transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Foster City, USA) according to the manufacturer’s instructions. The cDNA synthesis reaction consisted of 2 µL 10×RT Buffer, 0.8 µL 25×dNTP Mix (100 mM of each dNTP), 2 µL 10×RT Random Primers, 50 U Multiscribe Reverse Transciptase, 10 µL of RNA (200 ng/µL) and 4.2 µL nuclease-free water. The reaction was incubated for 10 min at 25°C followed by 120 min at 37°C and terminated by heating at 85°C for 5 s. Duplicate experimental cDNAs and a single minus RT control of the pooled experimental RNAs were analysed. A fluorescent dye-based qPCR targeting the gene *Hprt* was performed to assess the outcome of RT (assay oligonucleotides in Table 3).

The 10 µl-qPCR included 1×reaction buffer BD (80 mM Tris-HCl, 20 mM (NH_4_)_2_SO_4_; Solis Biodyne, Tartu, Estonia), 3.5 mM MgCl_2_ (Solis Biodyne), 0.2 mM of each dNTP (Solis Biodyne) 0.4×EvaGreen (Biotium, Hayward, USA), 200 nM of each primer and 0.05 U/µL hot-start *Taq* DNA polymerase (HOT FIREPol® DNA polymerase; Solis Biodyne). The liquid handling system EpMotion 5075 TMX (Eppendorf) was used for the set-up of the 384-well microtiter plate. The qPCR was run on the LightCycler 480 (software version 1.5.0; Roche Diagnostics) using the cycling conditions of 1×95°C/15 min and 40×(95°C/15 s, 60°C/30 s and 72°C/20 s). The specificity of the amplicon was concluded from its melting curve.

The primer pairs were taken from public resources for PCR primers (PrimerBank [58], or RTPrimerDB [59]) if one of the primers targeted an exon/exon boundary or flanked an intronic sequence of >500 bp. If such primer pairs were not publicly available, they were designed with Primer Express 2.0 (Applied Biosystems). The annealing temperature range (58 to 62°C) and the amplicon size (<200 bp) were changed in the default settings of the program. Primers were tested for dimerization using the PerlPrimer software [60] or the primer analysis tool NetPrimer (Premier Biosoft International, Palo Alto, USA). The efficiency of amplification of a primer pair was determined using serial dilutions (1∶5, 1∶10, 1∶20 and 1∶30) of an equimolar mix of the experimental samples as the template. The *Cq* values were computed from the second derivative method of the LightCycler software. An error value (mean squared error of the single data points fit to the regression line) of <0.2 was considered as acceptable based on the LightCycler 480 manual. This threshold was only exceeded in the case of the lowly expressed gene *Ube2v1* (error: 0.241). Primer sequences and assay details are listed in Table 3.

When an assay had to be run on two 384-well microtiter plates, the range of expression variation was depicted by the difference between the minimum and the individual *Cq* values.

For *Cq* values generated at less than 100% amplification efficiency (E), the equation

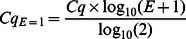
, where *Cq*_E_ is the uncorrected *Cq* value, was used to calculate a putative *Cq* at E = 100%. Note that amplification efficiency was determined by the formula 
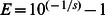
, were s is the slope of the graph obtained by plotting the *Cq* versus the log_10_ of the cDNA input.

The RT-qPCR data comply with the MIQE guidelines [2].

### Evaluation of G-Spots in Affymetrix Probes Sets

Probe sets of genes exhibiting discordant expressions between Affymetrix microarrays and RT-qPCR were downloaded from NetAffx™ Analysis Center (www.affymetrix.com/analysis/index.affx) to identify sequences of four or more guanines termed G-spots.

### Sanger Sequencing

Sequence analysis of the amplicon being identical to the predicted protein coding genes Gm4268, Gm3817, Gm4569, and Gm2251 was performed at LGC Genomics (Berlin, Germany). The sequence chromatograms were evaluated with the CodonCode Aligner version 3.7.1 (CodonCode Corporation, Dedham, USA).

### Grubbs’ Test for Outliers

Outliers were detected at a significance level of 0.01 by the Grubbs’ outlier test [61], also known as the maximum normed residual test, using Microsoft excel 2010.

### Assessment of Expression Stability Irrespective of Strain, Sex, Strain by Sex Interaction, Random Effect of Individual and Genetic Homogeneity

Factor independent expression stability was assessed based on the *P* values resulting from a linear mixed models analysis of variance with mouse strain, sex and their interaction as fixed effects and the mouse individuals as random effect (PROC MIXED, SAS 9.1 software). The comparisons of the means of outbred versus inbred mouse strains were carried out by defining the respective contrasts in the SAS statements. *P*-values of >0.05 and >0.1 were assumed for the F test of fixed effects and for the χ^2^ statistic of the likelihood ratio test for the random effect, respectively.

### Co-expression Analyses

With GeneMANIA coexpressed genes were identified based on functional association data such as protein and genetic interactions, pathways, co-expression, co-localization, and protein domain similarity [62]. The default method, automatically selected weighting method, was used when combining all networks into the final composite. In case of our search list with more than five genes, GeneMANIA assigns weights to maximize connectivity between all input genes using the ‘assigned based on query gene’ strategy. According to this strategy the weights are chosen automatically using linear regression, to make genes on the search list interact as much as possible with each other and as little as possible with genes not on this list.

To exclude that the novel mRGs are highly correlated in the specific target tissue, their co-expression was analysed with the ‘Co-Expression tool’ of Genevestigator [19]. While expression data restricted to the jejunum were not available in this reference expression database for the meta-analysis of transcriptomes, microarray studies targeting the small intestine were used instead (Genevestigator numbers MM-00274 (GEO accession number GSE8065), MM-00289 (GSE8582) and MM-00314 (GSE9533)).

### Comparison of Expression Stability of Two Sets of Putative RGs using RefFinder Analysis

The web-based comprehensive tool RefFinder (http://www.leonxie.com/referencegene.php) was used to demonstrate the potential improvement of RT-qPCR normalization [12], [63], [64]. RefFinder integrates the computational programs geNorm [6], Normfinder [8], BestKeeper [9] and the comparative Δ*Cq* method [13]). The integration of four statistical programs helps to overcome the weaknesses of the individual statistical methods such as sensitivity to co-regulation in case of geNorm [8], [65], [66], [67] and the comparative Δ*Cq* method [64], not-accounting for systematic errors during sample preparation by the NormFinder approach [64] and a too strict inter-sample variance allowed by BestKeeper [68].

In addition, superiority of a set of non-correlated putative RGs for RT-qPCR normalization was concluded if the standard error of the mean over different conditions approximated by 

 was lower for a set of genes in comparison to the one calculated for an alternative set. In the term the expression variance is given as *Var* and *n* represents the number of genes in the gene set.

When a target transcript was assayed on two 384-well microtiter plates, inter-assay variation was compensated. This correction was done by substracting the mean *Cq* of the second plate from the mean *Cq* of the first plate. This difference was added to the individual *Cq* values of the second plate.

## Supporting Information

Table S1 Genome-wide studies to identify mRGs for normalization of expression in different biological contexts.
(DOCX) Click here for additional data file.

Table S2 Microarray experiments used for meta-analysis targeting the small intestine or its sections.
(DOCX) Click here for additional data file.

Table S3 Microarray types contributed to the ranking of the top 100 RGs of jejunum-restricted meta-analysis I.
(XLSX) Click here for additional data file.

Table S4 Rank order lists of genes identified by meta-analyses restricted to the duodenum, the ileum or the small intestine.
(XLSX) Click here for additional data file.

Table S5 Microarray types contributed to the ranking of the top 100 RGs of jejunum-restricted meta-analysis II.
(XLSX) Click here for additional data file.

Table S6 mRGs stably expressed irrespective of strain, sex, strain by sex interaction and random effect.
(DOC) Click here for additional data file.

Table S7 Expression stability analysis performed with RefFinder.
(XLSX) Click here for additional data file.

Table S8 Details on the RT-qPCR normalization in arbitrarily selected studies of the mouse small intestine.
(DOCX) Click here for additional data file.

Checklist S1 PRISMA 2009 Checklist.
(DOC) Click here for additional data file.

# Supplementary material for: Cross-Platform Microarray Meta-Analysis for the Mouse Jejunum Selects Novel Reference Genes with Highly Uniform Levels of Expression
**Source:** PLoS One. 2013 May 9;8(5):e63125. doi: 10.1371/journal.pone.0063125
**Supplement:** Table S1 — Genome-wide studies to identify mRGs for normalization of expression in different biological contexts.

**Table S1.** Genome-wide studies to identify mRGs for expression normalisation in different biological contexts.

| **Study** | **Organism** | **Biological context** | **RNA profiling platform** | **Microarray probe length (nts)** | **Array no.** | **Gene exclusion criteria** | **Ranking criterion** | **Platform no.** | **qPCR validation** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| [[1](#_ENREF_1)] | *Homo sapiens* | melanoma and renal carcinoma cell lines | cDNA microarray | various | 384 | missing spots | SD and fluorescence intensity | 1 | yes |
| [[2](#_ENREF_2)] | *Arabidopsis thaliana* | Arabidopsis development | microarray | 25 | 721 | no exclusion | CV% | 1 | yes |
| [[3](#_ENREF_3)] | *H. sapiens* | heart pathologies | oligonucleotide microarray | not specified | 75 | no exclusion | two subsets statistically compared | 1 | yes |
| [[4](#_ENREF_4)] | *H. sapiens* | non-small lung cancer | microarray | 25 | 82 | no exclusion | integrative correlation and SD | 1 | yes |
| [[5](#_ENREF_5)] | *H. sapiens* | hepatitis C virus (HCV) induced hepatocellular carcinoma (HCC) | microarray | 25 | 72 | no exclusion | SD | 1 | yes |
| [[6](#_ENREF_6)] | *Canis lupus familiaris* | canine articular tissues | microarray | 60 | 26 | t test | fold change and CV% | 1 | yes |
| [[7](#_ENREF_7)] | *H. sapiens* | set of tissues | microarray | 25 | 281 | contrast analysis | fold change and regression | 1 | yes |
| [[8](#_ENREF_8)] | *H. sapiens/Mus musculus domesticus* | set of tissues | microarray | 25 | 13629/2543 | no exclusion | CV%, maximum fold-change and expression level | 1/1 | PCR |
| [[9](#_ENREF_9)] | *M. m. domesticus* | set of tissues | microarray | 25 | 1968 | no exclusion | CV% and SD | 1 | yes |
| [[10](#_ENREF_10)] | *H. sapiens* | multiple normal and cancer tissues | microarray, EST, SAGE | 25 | 77/326/567 | 0's proportion, mean expression and CV% | z test and clustering | 3 | yes |
| [[11](#_ENREF_11)] | *Oryza sativa* | organ, development, biotic and abiotic conditions | microarray | 25 | 331 | no exclusion | CV%, Euclidean distance | 1 | yes |
| [[12](#_ENREF_12)] | *Rattus norvegicus* | neuronal differentiation of pheochromocytoma cells | microarray | 50 | 12 | no exclusion | CV% | 1 | yes |
| [[13](#_ENREF_13)] | *H. sapiens* | physiological states | microarray | 25 | 4804 | no exclusion | intensity, presence, SD, fold change | 1 | no |
| [[14](#_ENREF_14)] | *Escherichia coli* | recombinant protein production | microarray | 25 | 240 | same transcription unit | CV% | 1 | yes |
| this work | *M. m. domesticus* | jejunal section of small intestine | microarray | various | 220 | CV% | *χ²* test | 9 | yes |

SD: standard deviation

**References**

1. Jin P, Zhao Y, Ngalame Y, Panelli MC, Nagorsen D, et al. (2004) Selection and validation of endogenous reference genes using a high throughput approach. BMC Genomics 5: 55.

2. Czechowski T, Stitt M, Altmann T, Udvardi MK, Scheible WR (2005) Genome-wide identification and testing of superior reference genes for transcript normalization in Arabidopsis. Plant Physiol 139: 5-17.

3. Shulzhenko N, Yambartsev A, Goncalves-Primo A, Gerbase-DeLima M, Morgun A (2005) Selection of control genes for quantitative RT-PCR based on microarray data. Biochem Biophys Res Commun 337: 306-312.

4. Saviozzi S, Cordero F, Lo Iacono M, Novello S, Scagliotti GV, et al. (2006) Selection of suitable reference genes for accurate normalization of gene expression profile studies in non-small cell lung cancer. BMC Cancer 6: 200.

5. Waxman S, Wurmbach E (2007) De-regulation of common housekeeping genes in hepatocellular carcinoma. BMC Genomics 8: 243.

6. Maccoux LJ, Clements DN, Salway F, Day PJ (2007) Identification of new reference genes for the normalisation of canine osteoarthritic joint tissue transcripts from microarray data. BMC Mol Biol 8: 62.

7. Lee S, Jo M, Lee J, Koh SS, Kim S (2007) Identification of novel universal housekeeping genes by statistical analysis of microarray data. J Biochem Mol Biol 40: 226-231.

8. de Jonge HJ, Fehrmann RS, de Bont ES, Hofstra RM, Gerbens F, et al. (2007) Evidence based selection of housekeeping genes. PLoS One 2: e898.

9. Frericks M, Esser C (2008) A toolbox of novel murine house-keeping genes identified by meta-analysis of large scale gene expression profiles. Biochim Biophys Acta 1779: 830-837.

10. Kwon MJ, Oh E, Lee S, Roh MR, Kim SE, et al. (2009) Identification of novel reference genes using multiplatform expression data and their validation for quantitative gene expression analysis. PLoS One 4: e6162.

11. Narsai R, Ivanova A, Ng S, Whelan J (2010) Defining reference genes in Oryza sativa using organ, development, biotic and abiotic transcriptome datasets. BMC plant biology 10: 56.

12. Zhou L, Lim QE, Wan G, Too HP (2010) Normalization with genes encoding ribosomal proteins but not GAPDH provides an accurate quantification of gene expressions in neuronal differentiation of PC12 cells. BMC Genomics 11: 75.

13. Cheng WC, Chang CW, Chen CR, Tsai ML, Shu WY, et al. (2011) Identification of reference genes across physiological states for qRT-PCR through microarray meta-analysis. PloS one 6: e17347.

14. Zhou K, Zhou L, Lim Q, Zou R, Stephanopoulos G, et al. (2011) Novel reference genes for quantifying transcriptional responses of Escherichia coli to protein overexpression by quantitative PCR. BMC molecular biology 12: 18.

# Supplementary material for: Cross-Platform Microarray Meta-Analysis for the Mouse Jejunum Selects Novel Reference Genes with Highly Uniform Levels of Expression
**Source:** PLoS One. 2013 May 9;8(5):e63125. doi: 10.1371/journal.pone.0063125
**Supplement:** Table S2 — Microarray experiments used for meta-analysis targeting the small intestine or its sections.

**Table S2** Microarray experiments used for meta-analysis targeting the small intestine or its sections.

| **Study issue (reference)** | **Mouse strain** | **Array no.** | **Array type** | **Probe length (nt)** | **Label** | **Signal type** | **GEO (or Array Express) accession** | **Intestinal section studied** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Gata4* knock-out [[1](#_ENREF_1)] | C57BL/6, C57BL/6J x SJL/J | 9 | I | 25 | fluorophore (SAPE) | raw | GSE11194 | J, I |
| PUFA diet [[2](#_ENREF_2)] | C57BL/6J | 2 | I | 25 | fluorophore (SAPE) | MAS5 | GSE11936 | S |
| metagenome effects [[3](#_ENREF_3)] | NMRI | 18 | I | 25 | fluorophore (SAPE) | raw | GSE5198 | I |
| *Pten* knock-out [[4](#_ENREF_4)] | not specified | 5 | I | 25 | fluorophore (SAPE) | raw | GSE6078 | S |
| *Hfe* knock-out [[5](#_ENREF_5)] | C57BL/6, DBA/2 | 12 | I | 25 | fluorophore (SAPE) | MAS5 | GSE7357 | D |
| high fat/low fat diet [[6](#_ENREF_6)] | C57BL/6J | 18 | I | 25 | fluorophore (SAPE) | MAS5 | GSE8582 | S |
| immunological challenge [[7](#_ENREF_7)] | C57Bl/6J | 9 | I | 25 | fluorophore (SAPE) | dChip signal | GSE9018 | S |
| *Plagl2* knock-out [[8](#_ENREF_8)] | Swiss Webster x 129/SvJ | 8 | I | 25 | fluorophore (SAPE) | dChip signal | GSE9123 | S |
| RNA profiling across tissues | not specified | 23 | II | cDNA | fluorophores Cy3 and Cy5 | raw | GSE1701 | S |
| RNA profiling across tissues [[9](#_ENREF_9)] | C57BL/6J | 2 | II | cDNA | fluorophores Cy3 and Cy5 | raw | GSE2168 | D |
| RNA profiling across tissues [[10](#_ENREF_10)] | C57BL/6J | 12 | II | cDNA | fluorophores Cy3 and Cy5 | raw | GSE2178 | D, J, I |
| RNA profiling across tissues [[11](#_ENREF_11)] | not specified | 2 | IIIa, b, c | cDNA | fluorophores Cy3 and Cy5 | raw | GSE3098 | S |
| high fat diet [[12](#_ENREF_12)] | C57BL/6J, A/J | 4 | IV | 25 | fluorophore (SAPE) | raw | GSE3433 | S |
| *Por* knock-out [[13](#_ENREF_13)] | C57BL/6 | 24 | IV | 25 | fluorophore (SAPE) | MAS5 | GSE4257, GSE4258 | J |
| *Klf9* knock-out [[1](#_ENREF_14)4] | C57BL/6J | 10 | IV | 25 | fluorophore (SAPE) | raw | GSE6443 | S |
| RNA profiling [[1](#_ENREF_15)5] | BALB/c | 10 | V | cDNA | colorimetric^1^ | median signal | GSE4715 | I |
| nutritional diet study [16] | C3H | 24 | VI | 25 | fluorophore (SAPE) | MAS5 | GSE1392 | J, I |
| immunological challenge [[1](#_ENREF_16)7] | C57BL/6J | 20 | VI | 25 | fluorophore (SAPE) | MAS5 | GSE7013 | D, J, I |
| RNA profiling [[1](#_ENREF_17)8] | CD1 | 27 | VI | 25 | fluorophore (SAPE) | MAS5 | GSE849 | D |
| tumour study [[1](#_ENREF_18)9] | Apc1638N | 3 | VII | 25 | fluorophore (SAPE) | MAS5 | GSE13298 | D, J, I |
| RNA profiling across tissues [20] | C57BL/6 | 4 | VIII | 25 | fluorophore (SAPE) | dChip signal | (HGMP2) | J |
| alimentation study (this work) | OF1 | 9 | IX | 60 | chemolumi-nescence^2^ | raw | to be assigned | J |

Underline styles: single line (mixed genetic background), two lines (outbred strain)

Microarray platform: I, Mouse Genome 430A 2.0 Array (Affymetrix); II, IncyteMouseGEM1 (non commercial); IIIa, 20K Riken cDNA array; IIIb, Spotted Riken cDNA array 20-40K; IIIc, Spotted Riken cDNA array 40-60K; IV, Mouse Genome 430A Array (Affymetrix); V, NTU_CGM_MCF Mouse 6.1k Microarray (non-commercial); VI, MG-U74A, B, C (Affymetrix); VII, Mouse Genome 430 2.0 Array (Affymetrix); VIII, MG-U74Av2 (Affymetrix); IX, Gene Expression Array System (Applied Biosystems)

intestinal section studied: D, duodenum; J, jejunum; I, ileum; S, small intestine

SAPE: Streptavidin Phycoerythrin

^1^details of this colorimetric method were not specified

^2^chemoluminescence generated by alkaline phosphatase mediated substrate hydrolysis

**References**

1. Battle MA, Bondow BJ, Iverson MA, Adams SJ, Jandacek RJ, et al. (2008) GATA4 is essential for jejunal function in mice. Gastroenterology 135: 1676-1686 e1671.

2. van Schothorst EM, Flachs P, Franssen-van Hal NL, Kuda O, Bunschoten A, et al. (2009) Induction of lipid oxidation by polyunsaturated fatty acids of marine origin in small intestine of mice fed a high-fat diet. BMC Genomics 10: 110.

3. Rawls JF, Mahowald MA, Ley RE, Gordon JI (2006) Reciprocal gut microbiota transplants from zebrafish and mice to germ-free recipients reveal host habitat selection. Cell 127: 423-433.

4. He XC, Yin T, Grindley JC, Tian Q, Sato T, et al. (2007) PTEN-deficient intestinal stem cells initiate intestinal polyposis. Nat Genet 39: 189-198.

5. Coppin H, Darnaud V, Kautz L, Meynard D, Aubry M, et al. (2007) Gene expression profiling of Hfe-/- liver and duodenum in mouse strains with differing susceptibilities to iron loading: identification of transcriptional regulatory targets of Hfe and potential hemochromatosis modifiers. Genome Biol 8: R221.

6. de Wit NJ, Bosch-Vermeulen H, de Groot PJ, Hooiveld GJ, Bromhaar MM, et al. (2008) The role of the small intestine in the development of dietary fat-induced obesity and insulin resistance in C57BL/6J mice. BMC Med Genomics 1: 14.

7. Peterson DA, McNulty NP, Guruge JL, Gordon JI (2007) IgA response to symbiotic bacteria as a mediator of gut homeostasis. Cell Host Microbe 2: 328-339.

8. Van Dyck F, Braem CV, Chen Z, Declercq J, Deckers R, et al. (2007) Loss of the PlagL2 transcription factor affects lacteal uptake of chylomicrons. Cell Metab 6: 406-413.

9. Hutton JJ, Jegga AG, Kong S, Gupta A, Ebert C, et al. (2004) Microarray and comparative genomics-based identification of genes and gene regulatory regions of the mouse immune system. BMC Genomics 5.

10. Zhang J, Moseley A, Jegga AG, Gupta A, Witte DP, et al. (2004) Neural system-enriched gene expression: relationship to biological pathways and neurological diseases. Physiol Genomics 18: 167-183.

11. Ravasi T, Suzuki H, Pang KC, Katayama S, Furuno M, et al. (2006) Experimental validation of the regulated expression of large numbers of non-coding RNAs from the mouse genome. Genome Res 16: 11-19.

12. Kondo H, Minegishi Y, Komine Y, Mori T, Matsumoto I, et al. (2006) Differential regulation of intestinal lipid metabolism-related genes in obesity-resistant A/J vs. obesity-prone C57BL/6J mice. Am J Physiol Endocrinol Metab 291: E1092-1099.

13. Mutch DM, Crespy V, Clough J, Henderson CJ, Lariani S, et al. (2006) Hepatic cytochrome P-450 reductase-null mice show reduced transcriptional response to quercetin and reveal physiological homeostasis between jejunum and liver. Am J Physiol Gastrointest Liver Physiol 291: G63-72.

14. Simmen FA, Xiao R, Velarde MC, Nicholson RD, Bowman MT, et al. (2007) Dysregulation of intestinal crypt cell proliferation and villus cell migration in mice lacking Kruppel-like factor 9. Am J Physiol Gastrointest Liver Physiol 292: G1757-1769.

15. Yu SL, Singh S, Chen HW, Chen HY, Chen JJ, et al. (2008) Intra-abdominal adhesion formation induces anti-oxidative injury, enhances cell proliferation, and prevents complement-mediated lysis. Wound Repair Regen 16: 388-398.

16. Mutch DM, Simmering R, Donnicola D, Fotopoulos G et al. (2004) Impact of commensal microbiota on murine gastrointestinal tract gene ontologies. Physiol Genomics 16;19(1):22-31.

17. Lecuit M, Sonnenburg JL, Cossart P, Gordon JI (2007) Functional genomic studies of the intestinal response to a foodborne enteropathogen in a humanized gnotobiotic mouse model. J Biol Chem 282: 15065-15072.

18. Mutch DM, Anderle P, Fiaux M, Mansourian R, Vidal K, et al. (2004) Regional variations in ABC transporter expression along the mouse intestinal tract. Physiol Genomics 17: 11-20.

19. Kucherlapati MH, Yang K, Fan K, Kuraguchi M, Sonkin D, et al. (2008) Loss of Rb1 in the gastrointestinal tract of Apc1638N mice promotes tumors of the cecum and proximal colon. Proc Natl Acad Sci U S A 105: 15493-15498.

20. Freilich S, Massingham T, Bhattacharyya S, Ponsting H, Lyons PA, et al. (2005) Relationship between the tissue-specificity of mouse gene expression and the evolutionary origin and function of the proteins. Genome Biol 6: R56.

# Supplementary material for: Cross-Platform Microarray Meta-Analysis for the Mouse Jejunum Selects Novel Reference Genes with Highly Uniform Levels of Expression
**Source:** PLoS One. 2013 May 9;8(5):e63125. doi: 10.1371/journal.pone.0063125
**Supplement:** Table S6 — mRGs stably expressed irrespective of strain, sex, strain by sex interaction and random effect.

**Table S6 mRGs stably expressed irrespective of strain, sex, strain by sex interaction and random effect.**

| **Gene1** | **Probabilities of significance (*P*) from the linear mixed models analysis of variance for fixed effects** | | |  | **Variance components for random effect** | | |
| --- | --- | --- | --- | --- | --- | --- | --- |
|  | **strain** | **sex** | **interaction of strain and sex** |  | **individual and/ or sample** | **residual error** | **ratio of variance components** |
| ***Plekha7*** | **0.78** | **0.61** | **0.26** |  | 0.45 | 0.58 | **0.78** |
| ***Oaz1*** | **0.31** | **0.28** | **0.88** |  | 0.37 | 0.65 | **0.57** |
| ***Zfx*** | **0.64** | **0.30** | **0.40** |  | 0.03 | 0.03 | **1.04** |
| ***Ube2v1*** | **0.73** | **0.84** | **0.76** |  | 0.45 | 0.64 | **0.71** |
| *Tom1* | **0.48** | **0.78** | **0.54** |  | 0.71 | 0.45 | 1.57 |
| *Hprt1* | **0.91** | **0.49** | **0.57** |  | 0.63 | 0.46 | 1.38 |
| *Tmem14c* | **0.97** | **0.21** | **0.83** |  | 0.85 | 0.23 | 3.61 |
| *B1 element* | **0.17** | **0.82** | **0.76** |  | 0.67 | 0.32 | 2.08 |
| *Hjurp* | **0.61** | **0.78** | **0.76** |  | 0.68 | 0.41 | 1.68 |
| *Cxx1b* | **0.58** | **0.18** | **0.50** |  | 0.64 | 0.48 | 1.33 |
| *D15ertd30e* | 0.0368c | **0.06** | **0.56** |  | 0.26 | 0.48 | **0.55** |
| ***Tspan15*** | **0.59** | **0.67** | **0.56** |  | 0.21 | 0.82 | **0.26** |
| *Zfyve19* | **0.84** | **0.74** | **0.76** |  | 0.79 | 0.34 | 2.36 |
| *AI314976* | **0.64** | **0.48** | **0.80** |  | 0.90 | 0.21 | 4.32 |
| *B2 element* | **0.10** | **0.93** | **0.30** |  | 0.50 | 0.42 | 1.18 |
| *Hadhb* | **0.94** | **0.80** | **0.87** |  | 0.57 | 0.05 | 11.78 |
| *Rps29* | **0.31** | **0.96** | **0.95** |  | 0.80 | 0.27 | 3.03 |
| *Zfp598* | 0.0433b | **0.73** | **0.68** |  | 0.56 | 0.35 | 1.62 |
| *Atp6v0d1* | 0.0110b | **0.25** | **0.56** |  | 0.47 | 0.33 | 1.43 |
| *Pcdha@ / Pcdhc@* | **0.49** | **0.47** | **0.63** |  | 1.06 | 0.18 | 5.83 |
| *Fbln1* | **0.55** | **0.91** | **0.94** |  | 0.76 | 0.35 | 2.18 |
| *Gsr* | **0.12** | **0.74** | **0.75** |  | 0.91 | 0.07 | 12.28 |
| *Aldoa* | 0.0456(A,B) | **0.16** | **0.11** |  | 0.36 | 0.40 | **0.89** |
| *Rpl4* | **0.12** | **0.97** | **0.93** |  | 0.57 | 0.42 | 1.37 |
| *Gag@* | **0.12** | **0.85** | **0.54** |  | 0.88 | 0.09 | 9.32 |
| *Slc52a3* | **0.32** | **0.90** | **0.60** |  | 1.04 | 0.03 | 41.65 |
| *B3gnt* | 0.0057B,C | **0.86** | **0.35** |  | 0.68 | 0.07 | 9.79 |
| *Usmg2* | 0.0045B | **0.51** | **0.62** |  | 0.41 | 0.09 | 4.35 |
| *St6galnac1* | 0.0001A,b,c | **0.67** | **0.46** |  | 0.27 | 0.01 | 18.13 |
| *Fcer2a* | **0.88** | **0.12** | **0.23** |  | 0.95 | 0.01 | 89.11 |

1Novel candidate references resulting from meta-analysis protocols I and II restricted to the jejunum (gene symbols in black), classic reference genes (brown), wide-range (more universal) references (green), and SINE elements (grey); @: gene cluster

P values in bold: P >0.05 for all fixed effects, or ratio of variance components below or near 1;

Gene symbols in bold: genes considered as uniformly expressed across samples (P > 0.05 for all fixed effects and ratio of variance components < 1);

Big and small letter superscripts (A/a, B/b and C/c): higher and lower mean expression of a strain, respectively (A/a: C57Bl/6 *versus* CD1, B/b:C57Bl/6 *versus* OF1, C/c: CD1 *versus* OF1);

(A,B) mean comparisons significant at P < 0.05 only by the non-adjusted Tukey test (adjusted P values according to the Kramer approximation due to unbalanced data: P = 0.077 and 0.085, respectively).

# Supplementary material for: Cross-Platform Microarray Meta-Analysis for the Mouse Jejunum Selects Novel Reference Genes with Highly Uniform Levels of Expression
**Source:** PLoS One. 2013 May 9;8(5):e63125. doi: 10.1371/journal.pone.0063125
**Supplement:** Table S8 — Details on the RT-qPCR normalization in arbitrarily selected studies of the mouse small intestine.

**Table S8** Details on the RT-qPCR normalization in arbitrarily selected studies of the mouse small intestine.

| **Study issue** | **Reference gene of RT-qPCR** | **Details on validation of normalisation** | **Reference** |
| --- | --- | --- | --- |
| carbonic anhydrase | none | no | [1] |
| regulation of cell fate | cyclophilin* | no | [2] |
| high-glucose diet | *Actb* | no | [[3](#_ENREF_1)] |
| knock-out study | *Tbp* | no | [4] |
| promoter regulation | not applied | no | [5] |
| satiety induction | *Sdtq11*, *Gapdh* | no | [6] |
| fatty acid composition | *Gapdh* | no | [7] |
| stem cells | *Actb* | no | [8] |
| immunological study | *Tbp*, *Gapdh* | no | [9] |
| carboxylesterase expression | *Rn18s* | no | [10] |

*exact gene not specified

**References**

1. Aspatwar, A., Tolvanen, M.E and Parkkila, S. (2010). Phylogeny and expression of carbonic anhydrase-related proteins. *BMC Mol Biol*, 11, 25.

2. D'Errico, I., Salvatore, L, Murzilli, S, Lo Sasso, G, Latorre, D, Martelli, N, Egorova, A.V, Polishuck, R, Madeyski-Bengtson, K, Lelliott, C, Vidal-Puig, A.J, Seibel, P, Villani, G and Moschetta, A. (2011). Peroxisome proliferator-activated receptor-gamma coactivator 1-alpha (PGC1alpha) is a metabolic regulator of intestinal epithelial cell fate. *Proc Natl Acad Sci U S A*, 108, 6603-6608.

3. Du D, Shi YH, Le GW: Microarray analysis of high-glucose diet-induced changes in mRNA expression in jejunums of C57BL/6J mice reveals impairment in digestion, absorption. *Mol Biol Rep* 2010, 37(4):1867-1874.

4. Lussier, C.R., Brial, F, Roy, S.A.B, Langlois, M, Verdu, E.F, Rivard, N, Perreault, N and Boudreau, F. (2010). Loss of hepatocyte-nuclear-factor-1alpha impacts on adult mouse intestinal epithelial cell growth and cell lineages differentiation. *PLoS One*, 5, e12378.

5. Natarajan, K., Xie, Y, Nakanishi, T, Beck, W.T, Bauer, K.S and Ross, D.D. (2011). Identification and characterization of the major alternative promoter regulating Bcrp1/Abcg2 expression in the mouse intestine. *Biochim Biophys Acta*, 1809, 295-305.

6. Naville, D., Duchampt, A, Vigier, M, Oursel, D, Lessire, R, Poirier, H, Niot, I, Bégeot, M, Besnard, P and Mithieux, G. (2012). Link between intestinal CD36 ligand binding and satiety induced by a high protein diet in mice. *PLoS One*, 7, e30686.

7. Nishimoto, T., Pellizzon, M.A, Aihara, M, Stylianou, I.M, Billheimer, J.T, Rothblat, G and Rader, D.J. (2009). Fish oil promotes macrophage reverse cholesterol transport in mice. *Arterioscler Thromb Vasc Biol*, 29, 1502-1508.

8. Stamataki, D., Holder, M, Hodgetts, C, Jeffery, R, Nye, E, Spencer-Dene, B, Winton, D.J and Lewis, J. (2011). Delta1 expression, cell cycle exit, and commitment to a specific secretory fate coincide within a few hours in the mouse intestinal stem cell system. *PLoS One*, 6, e24484.

9. Tetreault, M., Alrabaa, R, McGeehan, M and Katz, J.P. (2012). Krüppel-Like Factor 5 Protects against Murine Colitis and Activates JAK-STAT Signaling In Vivo. *PLoS One*, 7, e38338.

10. Xu, C., Wang, X and Staudinger, J.L. (2009). Regulation of tissue-specific carboxylesterase expression by pregnane x receptor and constitutive androstane receptor. *Drug Metab Dispos*, 37, 1539-1547.

# Supplementary material for: Cross-Platform Microarray Meta-Analysis for the Mouse Jejunum Selects Novel Reference Genes with Highly Uniform Levels of Expression
**Source:** PLoS One. 2013 May 9;8(5):e63125. doi: 10.1371/journal.pone.0063125
**Supplement:** Checklist S1 — PRISMA 2009 Checklist.

| **Section/topic** | **#** | **Checklist item** | **Reported on page #** |
| --- | --- | --- | --- |
| **TITLE** | | |  |
| Title | 1 | Identify the report as a systematic review, meta-analysis, or both. | 1 |
| **ABSTRACT** | | |  |
| Structured summary | 2 | Provide a structured summary including, as applicable: background; objectives; data sources; study eligibility criteria, participants, and interventions; study appraisal and synthesis methods; results; limitations; conclusions and implications of key findings; systematic review registration number. | 2 |
| **INTRODUCTION** | | |  |
| Rationale | 3 | Describe the rationale for the review in the context of what is already known. | not performed |
| Objectives | 4 | Provide an explicit statement of questions being addressed with reference to participants, interventions, comparisons, outcomes, and study design (PICOS). | 3-5 |
| **METHODS** | | |  |
| Protocol and registration | 5 | Indicate if a review protocol exists, if and where it can be accessed (e.g., Web address), and, if available, provide registration information including registration number. | not performed |
| Eligibility criteria | 6 | Specify study characteristics (e.g., PICOS, length of follow-up) and report characteristics (e.g., years considered, language, publication status) used as criteria for eligibility, giving rationale. | 18 |
| Information sources | 7 | Describe all information sources (e.g., databases with dates of coverage, contact with study authors to identify additional studies) in the search and date last searched. | 18 |
| Search | 8 | Present full electronic search strategy for at least one database, including any limits used, such that it could be repeated. | 18 |
| Study selection | 9 | State the process for selecting studies (i.e., screening, eligibility, included in systematic review, and, if applicable, included in the meta-analysis). | 18 |
| Data collection process | 10 | Describe method of data extraction from reports (e.g., piloted forms, independently, in duplicate) and any processes for obtaining and confirming data from investigators. | 18-19 |
| Data items | 11 | List and define all variables for which data were sought (e.g., PICOS, funding sources) and any assumptions and simplifications made. | 18-19 |
| Risk of bias in individual studies | 12 | Describe methods used for assessing risk of bias of individual studies (including specification of whether this was done at the study or outcome level), and how this information is to be used in any data synthesis. | not performed |
| Summary measures | 13 | State the principal summary measures (e.g., risk ratio, difference in means). | 18-19 |
| Synthesis of results | 14 | Describe the methods of handling data and combining results of studies, if done, including measures of consistency (e.g., I2) for each meta-analysis. | 18-20 |

Page 1 of 2

| **Section/topic** | **#** | **Checklist item** | **Reported on page #** |
| --- | --- | --- | --- |
| Risk of bias across studies | 15 | Specify any assessment of risk of bias that may affect the cumulative evidence (e.g., publication bias, selective reporting within studies). | not performed |
| Additional analyses | 16 | Describe methods of additional analyses (e.g., sensitivity or subgroup analyses, meta-regression), if done, indicating which were pre-specified. | not performed |
| **RESULTS** | | |  |
| Study selection | 17 | Give numbers of studies screened, assessed for eligibility, and included in the review, with reasons for exclusions at each stage, ideally with a flow diagram. | 6 |
| Study characteristics | 18 | For each study, present characteristics for which data were extracted (e.g., study size, PICOS, follow-up period) and provide the citations. | 5-6/S5 |
| Risk of bias within studies | 19 | Present data on risk of bias of each study and, if available, any outcome level assessment (see item 12). | not performed |
| Results of individual studies | 20 | For all outcomes considered (benefits or harms), present, for each study: (a) simple summary data for each intervention group (b) effect estimates and confidence intervals, ideally with a forest plot. | 6 |
| Synthesis of results | 21 | Present results of each meta-analysis done, including confidence intervals and measures of consistency. | 6/S2 |
| Risk of bias across studies | 22 | Present results of any assessment of risk of bias across studies (see Item 15). | not performed |
| Additional analysis | 23 | Give results of additional analyses, if done (e.g., sensitivity or subgroup analyses, meta-regression [see Item 16]). | not performed |
| **DISCUSSION** | | |  |
| Summary of evidence | 24 | Summarize the main findings including the strength of evidence for each main outcome; consider their relevance to key groups (e.g., healthcare providers, users, and policy makers). | 12-13 |
| Limitations | 25 | Discuss limitations at study and outcome level (e.g., risk of bias), and at review-level (e.g., incomplete retrieval of identified research, reporting bias). | 13 |
| Conclusions | 26 | Provide a general interpretation of the results in the context of other evidence, and implications for future research. | 12-14 |
| **FUNDING** | | |  |
| Funding | 27 | Describe sources of funding for the systematic review and other support (e.g., supply of data); role of funders for the systematic review. | available in the online system |

*From:*  Moher D, Liberati A, Tetzlaff J, Altman DG, The PRISMA Group (2009). Preferred Reporting Items for Systematic Reviews and Meta-Analyses: The PRISMA Statement. PLoS Med 6(6): e1000097. doi:10.1371/journal.pmed1000097

For more information, visit: **www.prisma-statement.org**.

Page 2 of 2

How the deposited data were processed for this re-analysis (not part of the article)

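The data are 9 single-colour Applied Biosystems arrays of jejunal RNA from male OF1 mice aged 7 weeks, 1 mouse per array, with 3 mice on each of the feeds B, K and G. For each array the authors deposited the scanner's table, in which the signal intensity of a spot is corrected for background and spatially normalized, with its standard deviation, signal-to-noise ratio score and quality flag. The authors also deposited a table of the whole series in linear units of signal, and all 297108 of its values are identical to the assay-normalized signal of the array tables. That table was used as an alternative after log2 transformation, without further normalization. The medians of its columns were 1.35, 1.53 and 1.11 for mice 7, 8 and 10 of feed B, 1.16, 1.12 and 1.09 for mice 1, 3 and 4 of feed K, and 1.06, 1.10 and 1.09 for mice 4, 8 and 11 of feed G. The values are linear and not centred, and what the assay normalization divides by is not known. Which feed was the custom maize diet is not known from the paper's text or the labels. The arrays of the other studies in the meta-analysis, the RT-qPCR data beyond the ranges printed in Table 1, and the network analyses were not used here.

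From the deposited signals, spots with a flag above 5000 were left out, signals were quantile normalized over the 9 arrays with the arithmetic mean as the methods state, log2 transformed, and averaged over the probes of a gene as named in the array files. Of the 15674 genes, 1456 had several probes. For the 309 genes with a pair of probes that were both detected on all 9 arrays, the median correlation of the probes over the arrays was 0.501, and it was below 0 for 23.9% of them. Probes that carry the same symbol therefore often do not follow each other. Gene names of the paper were matched to the files by symbol, then by RefSeq accession through the mouse gene table of the GRCm38.p6 assembly, then by synonym where no accession contradicted it. A gene was detected on an array at a signal-to-noise ratio of 3 or more, and the share of detected probes per array was between 33.7% and 48.1%. The number of arrays sets the precision: with 3 mice per feed, only large differences can be found.

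Uniformity was measured as the SD of log2 signal, as the range of the signal over the mice and, after the methods, as the CV% of values studentized per array. Lists were set against 10000 random lists of the same size matched on mean log2 signal in 20 bins. Shares of list entries were compared by Fisher's exact test, two-sided. The feed was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, over genes detected on at least 3 arrays, Benjamini-Hochberg adjustment at 0.05), with camera and fry for the clock list, whose p-values were adjusted over the 3 pairs of feeds. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Correlations over mice have exact permutation p-values, and correlations across genes used 100000 permutations. The quantile normalization and the limma fits were tested on simulated data with 200 changed genes.

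The genes named are those of Table 1, the reference genes and other genes the paper names, the genes of Figure 3, the marked genes of Table S5 with ranks of 24 or more, members of the marker lists, the 5 genes with the smallest SD among those detected on all 9 arrays, and, of the feed test, the genes with the smallest adjusted p past the threshold. The mapping of samples, the tests at the claims, these lists and the alternatives were fixed before the data were examined, except the alternative that leaves out spots with a signal-to-noise ratio below 1, the adjustment of the set tests over the pairs of feeds, the index from 3 clock genes, and the RT-qPCR ranges with outlier samples, which were chosen after seeing the data. The alternatives were median scaling, the series table, the brightest probe of a gene, keeping spots with a failed flag, a floor at percentile 5, other filters on dim genes, other tests, other measures of uniformity, the SD within feeds, and leaving out each array in turn.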

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

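Over the 9 mice, 97 named genes were examined for a mouse that lies far from the others, and 5 had one, against 4.85 expected by chance alone at Dixon's 95% limit. The ratio is the gap of the extreme mouse to its neighbour over the whole range, set against the limit for the number of mice with a value. Chance passes this limit in about 1 of 20 groups. All but 4 genes had a value in all 9 mice, and none of these 4 is among the 5. No test in this part was chosen after the result was seen. No test of an explanation was run for these genes, and no biological explanation was tested.

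Tbp, a reference gene of Table S8, had a log2 signal of 5.94 in mouse 7 of feed B and between 8.71 and 9.38 in the other mice (ratio 0.804). It was not detected on the array of that mouse and was detected on the other 8, so that the low value is at the noise level of that array. Zfp598 was lowest in the same mouse, at 9.86 against 10.61 for the next (ratio 0.598), and was detected on all 9 arrays. Without mouse 7 of feed B the SD over the mice was 0.23 in place of 1.04 for Tbp and 0.19 in place of 0.36 for Zfp598. The array of mouse 7 of feed B had 36.7% of its probes detected, and only that of mouse 8 of feed B had fewer.

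In mouse 11 of feed G, the pancreatic genes Clps and Cela1 were extreme in opposite directions. Clps was lowest, at 9.59 against 11.39 (ratio 0.507), and Cela1 was highest, at 9.70 against 9.03 (ratio 0.584). Both were detected on all 9 arrays. The same mouse had the highest log2 signal of Fabp6, 19.51. Whether these values have a common source was not tested. Of the 8 pancreatic genes with a probe, only these were detected on at least 5 arrays, and the median SD of the list lay at percentile 35.1 of matched lists.

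Cd84 was highest in mouse 8 of feed G, at 7.73 against 6.74 (ratio 0.571). This was the only array on which it was detected, so that the other 8 values are at the noise level.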

How the results depend on the processing

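Each result was recomputed under the alternatives, 1 choice at a time. The alternative that leaves out spots with a signal-to-noise ratio below 1, the adjustment of the set tests over the pairs of feeds, the index from 3 clock genes and the RT-qPCR ranges with outlier samples were chosen after seeing the data. No paired analysis was possible because the groups compared share fewer than 2 mouse numbers, and a number is not said to mark a litter or batch.

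The number of genes that differ between feeds was 0 in limma (518 at an unadjusted p below 0.05). It was 1 among genes detected on all 9 arrays (4933432P15Rik, also the 1 gene for feed G minus feed B) and 1 with the unmoderated F test (the same gene). It was 3 with spots of a signal-to-noise ratio below 1 left out, which were 2010100O12Rik, 1500034J20Rik and AI648866, and these were also the 3 genes for feed G minus feed B and the 3 genes for feed G minus feed K. The genes named here were chosen after their values were seen. With each mouse left out in turn the number ranged from 0 to 3 over all feeds, from 0 to 10 for feed K minus feed B and from 0 to 3 for feed G minus feed B, and was 0 throughout for feed G minus feed K. Every count above 0 came from leaving out mouse 10 of feed B, which gave 3 genes over all feeds (Fbxo23, E130201N16Rik and Rhoq), 10 for feed K minus feed B and 3 for feed G minus feed B. The remaining alternatives gave 0. The cause of these changes was not tested.

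The share of Table S3 entries not detected was 56.9% against 45.4% of the other genes (Fisher's exact test, p = 0.0573). With detection on at least 1 array it was 41.7% and passed the threshold (Fisher's exact test, p = 4.66e-05). It did not at a signal-to-noise ratio of 5 (59.7% against 52.6%, Fisher's exact test, p = 0.239) or with detection on all 9 arrays (63.9% against 62.4%, p = 0.903). With each array left out it was 56.9% each time, since 0 entries are detected on exactly 4 arrays, and passed the threshold with p from 0.0166 to 0.0426. There the limit is 4 of 8 arrays in place of 5 of 9, and it is the share of the other genes that changed, to between 42.6% and 44.4%. The call for Table S3 thus depends on the detection rule. For Table S5 the share stayed past the threshold in all alternatives but 1: among the 6 marked entries it was 33.3%, below that of the other genes.

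The share of Table S3 entries in the 10% of genes with the lowest CV% was 6.94%, below the 10.0% of the other genes. It was above it at 11.1% by the SD of log2 signal, 12.5% by the CV% of the linear signal and 14.0% with spots of a signal-to-noise ratio below 1 left out, and it was 0 of 28 among the entries marked for Applied Biosystems arrays (Fisher's exact test, p = 0.107). No setting gave a p under 0.05, so that the side carries no call. It was 6.94% in each run that left out an array, because the entries inside reach rank 1273 and the next has rank 2015, on either side of the limit at rank 1567.

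The median SD of the Table 1 genes was 0.35. It was 0.54 with median scaling, 0.52 with the series table, 0.46 with spots of a signal-to-noise ratio below 1 left out and 0.39 within feeds, and between 0.34 and 0.38 with each array left out. The median SD of the clock genes was 0.86. It was 0.63 within feeds and between 0.81 and 0.91 with each array left out. Of 556 recomputed SDs of 35 named genes, 499 moved by less than their jackknife error. The runs that left out an array are among the 556, and the jackknife error is built from such runs. The 499 therefore say little on how the SDs depend on the processing. Of the 57 others, 18 came from median scaling and 15 from the series table, compared with 2 from leaving out mouse 7 of feed B.

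The number of clock genes past the threshold over the list alone was 9. It was between 6 and 10 in the alternatives, with 6 for median scaling and 10 for limma with a trend and robust prior, and 7 to 9 with each array left out. The unadjusted camera p of the list was less stable, and neither contrast with feed B passed 0.05 after adjustment over the 3 pairs of feeds (adjusted p = 0.0745 for both). With each array left out, both passed after adjustment only without mouse 8 of feed B (adjusted p = 0.0106), and feed K minus feed B also without mouse 1 of feed K (adjusted p = 0.0374). Unadjusted, for feed K minus feed B it was 0.0355, but 0.0546 without the filter on dim genes and 0.0707 with median scaling. For feed G minus feed B it was 0.0497, but 0.144 with median scaling. With each array left out it ran from 0.00706 to 0.208 and from 0.00648 to 0.227. The call for feed K minus feed B was lost without mouse 10 of feed B (0.208), mouse 3 (0.0649) or mouse 4 (0.192) of feed K, or mouse 8 of feed G (0.0509). The call for feed G minus feed B was lost without mouse 7 (0.0609) or mouse 10 (0.227) of feed B, mouse 1 (0.0827), 3 (0.0952) or 4 (0.0558) of feed K, or mouse 8 (0.0638) or 11 (0.0867) of feed G. For feed G minus feed K the camera p ran from 0.234 to 0.928, and the direction turned without mouse 1 of feed K (0.698). The cause was not tested. By fry the unadjusted p of feed K minus feed B ran from 0.00213 to 0.0836 and that of feed G minus feed B from 0.00243 to 0.119 with each array left out, and both were lower with median scaling, at 0.000596 and 8.50e-05. After adjustment fry passed for both without mouse 8 of feed B (adjusted p = 0.00365) and in no other run that left out an array. By fry without direction the call for feed G minus feed K was also lost without mouse 3 of feed K (adjusted p = 0.0872) or mouse 4 (adjusted p = 0.0842) or 11 (adjusted p = 0.0893) of feed G. Median scaling moves the median of all tested genes by 0.53 on the log2 scale from feed B to feed G, compared with 0.06 after quantile normalization and 0.30 in the series table.

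Signal over background limits all of these values: 45.4% of genes were detected on fewer than 5 arrays, and the signal of a spot at the noise level is its standard deviation.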

Differences from the paper's values

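For the jejunum, the paper's text gives 10 genes of the section's list above a probability of 0.05. In Table S3, 46 entries have such a probability. The alternatives set before the data were examined do not bear on this count, which is read from the table. For the ileum the paper's text gives 14 genes, and 15 entries of Table S4 have a probability above 0.05.

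The paper states that none of the top genes of the duodenum appears in the lists of the jejunum or the ileum. Of the top 15 entries of the duodenum list in Table S4, 1 is in the ileum list, Gabrr1, which has rank 12 in the duodenum and rank 7 in the ileum. The paper describes the jejunal genes of Figure 3 as the top-ranking ones. Their ranks in Table S3 are 12 for Tspan15, 13 for Igh, 17 for Zfp598, 19 for Hjurp and 52 for Slc52a3.

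The paper states that Oaz1 and Rps29, 2 of the 3 uRGs it tested, were absent from the genes with the lowest CV%, which leaves Rpl4 as the third. On the 9 internal arrays, with probes averaged, Oaz1 was outside and Rps29 inside, at rank 21 of 15674 genes. By the SD of log2 signal Rps29 was inside and Oaz1 outside as well. With the brightest probe of each gene, an alternative set in advance, Oaz1 and Rps29 were both inside by either measure, with CV% ranks of 206 for Oaz1 and 91 for Rps29. Rpl4 was outside by either measure in both settings, with CV% ranks of 2555 with probes averaged and 2785 with the brightest probe of each gene. The paper's ranking was made over all its jejunal arrays, of which these are a part.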

Other observations

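Of the tests in this part, those of the splits for pairs of feeds, of the clock genes between feeds, of Fabp6, of the B cell genes among each other, of the index from 3 clock genes and of the RT-qPCR ranges with outlier samples were chosen after the result was seen. The others were written down in advance.

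Chance cannot be excluded for the number of genes that differ between feeds. As many genes passed the threshold in 100 of 100 splits of the 9 arrays into 3 groups of 3, the real split included, because the real count is 0. In 6 of the other splits at least 1 gene passed, with 21 at most, and 28 of 100 splits had as many genes at an unadjusted p below 0.05 as the real one, which had 518. For each pair of feeds, 10 of 10 splits of the 6 arrays gave as many, and 10 splits cannot give a share under 0.05. Lower sensitivity of the feed B arrays cannot be judged from this count either. With the share of detected probes as a covariate 0 genes passed (541 at an unadjusted p below 0.05), and without it there was none to lose.

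The clock genes stand apart from this. Only 1 of 100 splits, the real one, gave as many clock genes past the threshold over the list alone. The largest number in another split was 7, and 94 of the others gave 0, so that a chance division of the mice is excluded at this resolution. Lower sensitivity of the feed B arrays as the whole cause was judged by direction. In the contrast of feed G with feed B, 6 clock genes were higher and 2, Arntl and Nfil3, were lower, each past 0.05 over the list alone. Lost sensitivity would move all of them the same way before normalization, but quantile normalization can move genes both ways. These directions therefore do not decide it. With the series table, which was not quantile normalized here, 6 were also higher and 2 lower, which argues against it. With median scaling 1 was lower in this contrast: Arntl fell by 1.68 (limma, p adjusted over the list 0.0257), while the fall of Nfil3 by 0.58 did not pass (adjusted p = 0.190), so that the argument rests on Arntl there. In the F test over the 3 feeds neither passed with this scaling (adjusted p = 0.0609 and 0.314). With the share of detected probes as a covariate, 8 clock genes passed, 7 of them among the 9. What stays open is whether the feeds or the daytime of sampling differ. A phase index, the mean standardized signal of Arntl, Npas2 and Clock minus that of Dbp, Nr1d1 and Per3, was 1.48 ± 0.33 (SD, n = 3) on feed B, -1.08 ± 0.52 (SD, n = 3) on feed K and -0.40 ± 0.68 (SD, n = 3) on feed G (two-sided exact permutation test over 280 splits, p = 0.00714, where 0.00357 is the smallest it can give). On feed B, Per3 was detected on 0 of 3 arrays, Npas2 on 1 and Clock on 2, so that the index rests in part on noise. From Arntl, Dbp and Nr1d1 alone, which were detected on all 9 arrays, it was 1.67 ± 0.63 (SD, n = 3) on feed B, -0.62 ± 0.87 (SD, n = 3) on feed K and -1.06 ± 0.92 (SD, n = 3) on feed G (exact permutation p = 0.025), where feed B is again the highest but feeds K and G change places. A candidate explanation is that mice of a feed were sampled together at a time of day of their own. Within feeds the 2 groups of genes were not opposed (r = 0.144, exact permutation p = 0.731), and the 3 genes detected throughout gave no call either (r = -0.303, exact permutation p = 0.222), so that an effect of the feed and an effect of the time of day cannot be told apart if each feed was sampled at its own time. The arrays of feed G also have barcodes in another number range than the others, and feed G cannot be told apart from a separate array lot by these data. A lot of feed G alone would leave feeds K and B alike. The clock set differed between those feeds in limma's fry without direction (adjusted p = 0.00153), which argues against such a lot as the whole cause. Every number here rests on 3 mice per feed.

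Over all 9 mice the genes of opposite phase had a Pearson r of -0.585 (exact permutation p = 0.101) and a Spearman rho of -0.483 (p = 0.194), adjusted to 0.253 and 0.484 over a family of 5 relations. Without the 2 mice farthest on the mean of Dbp, Nr1d1 and Per3 r was -0.691 (exact permutation p = 0.0865). The clock genes spread more than matched genes, at percentile 99.99, but the negative relation did not pass its test, so that the time of day as the source of the spread can neither be excluded nor shown.

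Fabp6 had the widest range of the named genes, 29240-fold over the 9 mice, measured against an array on which it was not detected. Its log2 signal was 15.81, 4.67 and 17.84 in mice 7, 8 and 10 of feed B, 8.92, 12.19 and 11.81 in mice 1, 3 and 4 of feed K, and 8.10, 8.96 and 19.51 in mice 4, 8 and 11 of feed G. Array sensitivity is argued against: the Spearman rho of Fabp6 with the share of detected probes was 0.267 (exact permutation p adjusted over the 5 relations 0.822) and the Pearson r 0.249 (exact permutation p = 0.516, adjusted 0.663). Without the 2 mice farthest on the share r was -0.026, and within feeds it was 0.502. In addition, mice 4 and 8 of feed G, with 46.4% and 48.1% of probes detected, were far below mouse 7 of feed B with 36.7%. Fabp6 rose and fell with Slc10a2, another gene of the distal small intestine that was detected on 6 arrays (Spearman rho 0.867, exact permutation p = 0.00451, adjusted 0.0225; Pearson r 0.881, p = 0.00179, adjusted 0.00893). Without the 2 mice farthest on Slc10a2, r was 0.661 (exact permutation p = 0.106), so that the relation rests in part on those mice. Within feeds r was 0.882 (exact permutation p = 0.00926). This is consistent with segments taken at different positions along the gut, as a hypothesis. The median of the 4 distal genes, however, showed no relation to the proximal gene Gata4 (Spearman rho 0.05, exact permutation p = 0.912; Pearson r 0.082, p = 0.826, both unchanged by adjustment; without the 2 mice farthest on Gata4 r = 0.363, within feeds r = 0.370), where different positions would give a negative one. A response of both genes to bile acids was not tested and stays open.

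The B cell genes may reflect different amounts of lymphoid tissue in the segments. The 6 of 9 listed genes detected on at least 5 arrays had a median pairwise Spearman rho of 0.883 over the 9 mice (from 0.8 to 0.95 over 15 pairs), and 0 of 10000 random sets matched on mean log2 signal had as high a median. Within feeds the median r was 0.902. The highest mean log2 signals among them were 9.75 for Cd79a and 9.31 for Ms4a1, both detected on all 9 arrays. A source of these transcripts other than lymphoid tissue was not tested. The median SD of the list lay at percentile 99.7 of matched lists. Fcer2a, which is in Table 1, could not be used to test this: it was detected on 0 arrays, and its Spearman rho with the B cell genes was -0.190 over the 8 mice with a value (exact permutation p = 0.665, adjusted 0.831) and its Pearson r -0.301 (exact permutation p = 0.530, adjusted 0.663). Without the 2 mice farthest on the B cell genes r was 0.245, and within feeds it was -0.407.

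The CV% was examined as a source of undetected genes in Table S3. The genes with the lowest CV% held 0.191% of undetected genes, and those with the lowest SD of log2 signal 0.957%, compared with 45.4% of all genes, so that on these arrays the measure did not favour undetected genes.

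Among the 10 pairs of Plekha7, Zfx, Ube2v1, Tspan15 and Oaz1, 0 had an adjusted exact permutation p under 0.05 over the 9 mice, the smallest being 0.325 for Pearson's r and 0.333 for Spearman's rho. With 9 mice this does not show that they are unrelated. Across the 17 genes of Table 1 on the array, the paper's fold-change range in RT-qPCR, without the outlier samples of 4 genes, and the SD on the arrays had a Spearman rho of 0.145 (permutation p = 0.574) and a Pearson r of -0.0762 (p = 0.742). For the 15 detected on all 9 arrays rho was 0.0952 (p = 0.735). With the ranges that include the outlier samples rho was 0.0627 (permutation p = 0.811) over the 17 genes, a comparison added after the first was seen. All are across genes, which are not independent replicates, and the RT-qPCR ranges used also covered other mouse strains. The paper also prints ranges for OF1 mice alone, and these were not set against the arrays here.

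Among genes detected on all 9 arrays, 57.9% had a range of at most 2-fold over the mice. The 5 with the smallest SD of log2 signal were Sbds (0.034), Ndufa8 (0.048), 0610012D09Rik (0.050), Ndufb9 (0.056) and AU022870 (0.061). The median SD of the other lists lay at percentile 88.5 of matched lists for 5 adipose genes, 33.1 for 6 smooth muscle genes, 82.4 for 2 proximal genes, 100 for 4 distal genes and 5.11 for 4 male genes. No probe was matched to the female gene Xist.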
